# Widening the landscape of transcriptional regulation of green algal photoprotection

**DOI:** 10.1038/s41467-023-38183-4

**Published:** 2023-05-10

**Authors:** Marius Arend, Yizhong Yuan, M. Águila Ruiz-Sola, Nooshin Omranian, Zoran Nikoloski, Dimitris Petroutsos

**Keywords:** Non-photochemical quenching, Light responses, Plant signalling

## Abstract

Availability of light and CO_2_, substrates of microalgae photosynthesis, is frequently far from optimal. Microalgae activate photoprotection under strong light, to prevent oxidative damage, and the CO_2_ Concentrating Mechanism (CCM) under low CO_2_, to raise intracellular CO_2_ levels. The two processes are interconnected; yet, the underlying transcriptional regulators remain largely unknown. Employing a large transcriptomic data compendium of *Chlamydomonas reinhardtii’s* responses to different light and carbon supply, we reconstruct a consensus genome-scale gene regulatory network from complementary inference approaches and use it to elucidate transcriptional regulators of photoprotection. We show that the CCM regulator LCR1 also controls photoprotection, and that QER7, a Squamosa Binding Protein, suppresses photoprotection- and CCM-gene expression under the control of the blue light photoreceptor Phototropin. By demonstrating the existence of regulatory hubs that channel light- and CO_2_-mediated signals into a common response, our study provides an accessible resource to dissect gene expression regulation in this microalga.

## Abstract (web summary)

A consensus genome-scale gene regulatory network reconstruction allows dissection of the transcriptional regulation of microalgal responses to light and carbon availability and discovery of novel regulators of photoprotection and CO_2_ acquisition.

## Introduction

Photosynthetic microalgae convert light into chemical energy in the form of ATP and NADPH to fuel the CO_2_ fixation in the Calvin–Benson cycle^1^. They have evolved to cope with rapid fluctuations in light^2^ and inorganic carbon (Ci)^3^ availability in their native habitats. When absorbed light exceeds the CO_2_ assimilation capacity, the formation of harmful reactive oxygen species can lead to severe cell damage; this is prevented by the activation of photoprotective mechanisms, collectively called non-photochemical quenching (NPQ). NPQ encompasses several processes that are distinguished in terms of their timescales^2^, among which the rapidly reversible energy-quenching (qE) is, under most circumstances, the predominant NPQ component^2,4^. The major molecular effector of qE in the green model microalga *Chlamydomonas reinhardtii* (hereafter *Chlamydomonas*) is the LIGHT HARVESTING COMPLEX STRESS RELATED protein LHCSR3, encoded by the *LHCSR3.1* and *LHCSR3.2* genes^5^ that slightly differ only in their promoters; LHCSR1 can also contribute significantly to qE under conditions where LHCSR3 is not expressed^6,7^. PSBS, the key qE effector protein in higher plants^8^ is encoded in two highly similar paralogues *PSBS1* and *PSBS2* in *Chlamydomonas*^9^. They are only transiently expressed in *Chlamydomonas* under high light (HL)^9,10^ and their gene products accumulate under UV-B irradiation^11^; while their precise contribution in *Chlamydomonas* photoprotective responses is still a matter of ongoing research, current understanding is that PSBS proteins contribute to photoprotection during HL acclimation of *Chlamydomonas* through both NPQ-independent and NPQ-dependent mechanisms^12^.

Intracellular levels of CO_2_ are modulated by the availability of its gaseous and hydrated forms^3^ in the culture media and the supply of acetate, which is partly metabolized into CO_2_^7,13^. Under low CO_2_, *Chlamydomonas* activates the CO_2_-concentrating mechanism (CCM) to avoid substrate-limitation of photosynthesis by raising the CO_2_ concentration at the site of RuBisCO, where CO_2_ is assimilated^3^. The CCM mainly comprises of carbonic anhydrases (CAHs) and of inorganic carbon transporters. Almost all CCM-related genes are under the control of the nucleus-localized zinc-finger type nuclear factor CIA5 (aka CCM1)^14–16^, including the Myb Transcription Factor LOW-CO_2_ -STRESS RESPONSE 1 (LCR1) that controls the expression of genes coding for the periplasmic CAH1, the plasma membrane-localized bicarbonate transporter LOW CO_2_-INDUCED 1 (LCI1), and the low-CO_2_ responsive LCI6, whose role remains to be elucidated^17^. CIA5 is also a major qE regulator activating transcription of genes encoding LHCSR3 and PSBS, while repressing accumulation of LHCSR1 protein^7^.

LHCSR3 expression relies on blue light perception by the photoreceptor phototropin (PHOT)^18^, on calcium signaling, mediated by the calcium sensor CAS^19^ and on active photosynthetic electron flow^18–20^, likely via indirectly impacting CO_2_ availability^7^. The critical importance of CO_2_ in LHCSR3 expression is demonstrated by the fact that changes in CO_2_ concentration can trigger LHCSR3 expression^21–23^ even in the absence of light^7^. Accumulation of *LHCSR1* and *PSBS* mRNA is under control of the UV-B photoreceptor UVR8^11^ and PHOT^24,25^ and is photosynthesis-independent^20,25^. While LHCSR1 is CO_2_/CIA5 independent at the transcript level^7,25^, PSBS is responsive to CO_2_ abundance and is under partial control of CIA5^7^. A Cullin (CUL4) dependent E3-ligase^24,26,27^ has been demonstrated to post-translationally regulate the transcription factor (TF) complex of CONSTANS (CrCO)^26^ and NF-Y isomers^27^, which bind to DNA to regulate the transcription of *LHCSR1*, *LHCSR3*, and *PSBS*. The putative TF and diurnal timekeeper RHYTHM OF CHLOROPLAST 75 (ROC75) was shown to repress LHCSR3 under illumination with red light^28^.

Here, we employed a large compendium of RNAseq data from *Chlamydomonas* to build a gene regulatory network (GRN) underlying light and carbon responses, and thus reveal the transcriptional regulation of qE at the interface of these responses. The successful usage of RNAseq data to infer GRNs has been demonstrated in many studies^29–31^, although the data pose some challenges that require careful consideration. All of the developed approaches to infer a GRN quantify the interdependence between the transcript levels of TF-coding genes and their putative targets; the resulting prediction model serves as a proxy for the regulatory strength that the product of the TF-coding gene exerts on its target(s). It is usually the case that the number of observations (samples) used in building the model is considerably smaller than the number of TFs used as predictors, leading to collinearity of the transcript levels and associated computational instabilities; furthermore, as an artifact of the computational techniques, some of the inferred regulations may be spurious^32–34^. To address these issues, here we took advantage of combining the outcome of multiple regularization techniques and post-processing to increase the robustness of identified interactions^33–35^. In contrast to our approach, the existing predicted GRNs of *Chlamydomonas* either focused on nitrogen starvation^36^ or used a broad RNAseq data compendium, not tailored to inferring regulatory interactions underlying responses to particular cues^37^. Moreover, these GRNs were not obtained by combining the outcomes from multiple inference approaches, shown to increase accuracy of predictions^30^, and their quality was not gauged against existing knowledge of gene regulatory interactions.

We used an RNAseq data compendium of 158 samples (Supplementary Data 1) from *Chlamydomonas* cultures exposed to different light and carbon supply as input to seven benchmarked GRN inference approaches that employ complementary inference strategies^29,30^ to identify activating and inhibiting regulatory interactions. We assessed the performance of each approach based on a set of curated TF-target gene interactions with experimental evidence from *Chlamydomonas*. Based on this assessment, we integrated the outcome of the five best-performing approaches into a unique resource, a consensus network of *Chlamydomonas* light- and carbon-dependent transcriptional regulation. We used the consensus network to reveal regulators of qE genes and demonstrated the quality of predictions by experimentally validating two of the six tested candidates. We show here that LCR1 regulates not only CCM, as previously reported^17^, but also qE by activating the expression of LHCSR3, and demonstrate that qE-REGULATOR 7 (QER7), belonging to the SQUAMOSA-PROMOTER BINDING PROTEIN-LIKE gene family, is a repressor of qE and CCM gene expression. Our work consolidates the extensive co-regulation of CCM and photoprotection^7^ based on the untargeted assessment of the obtained genome-scale GRN.

## Results

### Computationally inferred GRN recovered known regulatory interactions underlying qE and CCM in *Chlamydomonas*

We first aimed to employ published and in-house generated RNAseq data sets capturing the transcriptional responses of *Chlamydomonas* to light and acetate availability to infer the underlying GRN. To this end, we obtained data from two publicly available transcriptomics studies of synchronized chemostat wild-type (WT) cultures grown in a 12 h/12 h light-dark scheme and sampled in 30 min to 2 h intervals^38,39^. 

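Batch cultures of the wild-type strain CC-125 were grown either in HSM, a mineral medium in which the cells depend on photosynthesis for carbon, or in HSM supplied with 20 mM sodium acetate, an organic carbon source that the cells use beside photosynthesis. Before the experiment the cells were kept for 24 h in HSM at 5 µmol photons of light; for the growth before that, the paper gives 5 µmol photons where it describes the RNA sampling and 15 where it describes the strains, and the sample labels give 15. RNA was sampled in LL (5 µmol photons) at 15, 240 and 1440 min after the supply of acetate. Part of the cultures was moved to HL (300 µmol photons) at 240 min, called day 1 here, and at 1440 min, called day 2, and sampled after 15 and 60 min of HL. These 14 conditions have 3 libraries each, which makes 42 of the 158 samples of the compendium; the others were not analysed here. The authors trimmed adapters with BBduk, aligned the reads to the reference transcriptome of Phytozome (assembly version 5) with STAR, counted reads on the reverse strand per gene with HTSeq-count, and deposited the raw counts per gene, in which 17305 genes have a count in at least 1 library. Total counts per library ranged from 19232757 to 34098899, with a median of 25197659. In LL without acetate, totals were 25480588 to 31193431 (median 25589986) at 15 min, 24727511 to 26231991 (median 24990650) at 240 min and 19420785 to 28106545 (median 24422080) at 1440 min. With acetate in LL they were 25427053 to 30276751 (median 25540617), 21332728 to 28259552 (median 23591811) and 19232757 to 22012008 (median 21143579) at the same times. In HL without acetate, totals on day 1 were 24833894 to 26799908 (median 25591448) after 15 min and 19558462 to 23843183 (median 21371070) after 60 min, and on day 2 they were 22917270 to 25719057 (median 23427612) and 20073116 to 24993260 (median 21443908). The HL libraries with acetate held 25637870 to 26816589 (median 26029924) and 24794273 to 34098899 (median 25402058) counts on day 1, and 20744177 to 28873959 (median 27984648) and 21020744 to 31486527 (median 26392021) on day 2.

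Counts were scaled by TMM, as in the paper, with factors from 0.45 to 1.57. The 100 most abundant genes took from 36.67% to 76.35% of a library's counts, so that a scaling by library size alone gives other values than TMM: it moved the median log2 fold change of all genes by up to 0.99, at 1440 min in LL with acetate against HSM. The 13886 genes with at least 1 CPM (counts scaled to the library's size) in at least 9 libraries were tested. Read literally, the paper's filter sentence discards genes below that level in 9 or more libraries, which would keep 11037 genes and lose 3 of the 11 genes of Fig. 1a (LCR1, PSBS1 and PSBS2). All 42 libraries entered one model with a coefficient per condition.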

We combined these with our RNAseq data generated from mixotrophically or autotrophically grown batch cultures of the WT and *phot* mutant acclimated to low light (LL) or exposed to HL (Methods, Supplementary Data 1). These data sets capture the expected expression patterns of the key genes involved in CCM and qE (Fig. 1a, Supplementary Fig. 1) in response to changes in acetate availability and light intensity. Specifically, we found strong upregulation of these genes in the light^7,25^, and a marked inhibition of *LHCSR3.1/2* and CCM genes by acetate as previously described^7,40^.

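Most genes tested responded to both factors. Averaged over media, days and exposure times, HL against LL changed 11568 of 13886 genes (5629 higher, 5939 lower; adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 3678 changed by a log2 fold change of at least 1. Acetate against HSM, averaged over the 7 pairs of conditions, changed 11808 genes (5665 higher, 6143 lower), 3670 of them by at least 1. Of the pairs of conditions, acetate after 60 min of HL on day 1 changed the fewest genes (6965) in the model of all libraries. HL in the presence of acetate after 60 min on day 2 changed the most (10578). This order depended on the settings. In fits of only the libraries compared, the fewest were 7597 (acetate, 1440 min LL) and the most 10551 (acetate, 15 min LL). With library size only, acetate at 1440 min in LL changed 10659 genes, against 10095 for HL with acetate after 60 min on day 2. Scaling by library size alone moved the direction of the calls most: the share of higher genes in the average acetate response was 67.1% against 48.0% with TMM.

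The paper's lists of CCM genes (Supplementary Data 9, 71 of 73 genes tested) and of photoprotection genes (Supplementary Data 8, 55 of 55) share 3 genes. In the average HL response the median log2 fold change was 0.30 for the CCM list and −0.04 for the photoprotection list, against −0.03 for all genes. Of the CCM list, 39 genes were past the threshold and higher and 25 lower, and 64 passed when adjusted over the list alone; of the photoprotection list, 26 were higher and 24 lower, and 50 passed when adjusted over the list alone. By camera, a set test across genes with a preset correlation, the CCM list stood above the other genes in the average HL response (Benjamini-Hochberg adjusted p = 0.0204) and the photoprotection list did not (adjusted p = 0.447). Acetate lowered the CCM list against the other genes on average (adjusted p = 3.88e-05; median log2 fold change −0.74, with 12 genes higher and 49 lower, and 61 adjusted over the list alone). The photoprotection list had a median of −0.27 (adjusted p = 0.383; 21 genes higher and 31 lower, and 52 adjusted over the list alone). With library size as the only scaling, these medians were −0.38 for the CCM list, 0.09 for the photoprotection list and 0.31 for all genes, so that the photoprotection list changed sign but stayed below all genes. In the CCM list 2 genes have a condition with at most 3 counts in every library; set to their lower bounds, they left the median at −0.74. The acetate response of the CCM list was past the threshold at 15, 240 and 1440 min in LL (adjusted p = 0.000386, 2.11e-07 and 3.8e-07) and after 15 min of HL on both days (adjusted p = 3.54e-05 and 3.8e-07). It was not after 60 min of HL on either day (adjusted p = 0.485 and 0.851). All these calls of the CCM list also held under the rotation test fry, which asks only whether the genes of the list changed. As most genes tested changed, fry cannot tell whether the list stood apart from the other genes. None of the calls held when camera estimated the correlation between genes, with adjusted p from 0.0567 to 0.381. The photoprotection list was past the threshold after 15 min of HL on day 1 by camera (adjusted p = 0.0313), and at no time with an estimated correlation. Under fry it was past the threshold at that time, and also at 240 and 1440 min in LL, after 60 min of HL on day 1, after 15 min of HL on day 2 and in both averages.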

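All 11 genes of Fig. 1a had higher transcript levels in HL than in LL on average. The gene symbols follow Supplementary Data 8 and 9, which name Cre08.g367500 LHCSR3.1 and Cre08.g367400 LHCSR3.2; the z-scores plotted in Fig. 1a match the reverse assignment, and BST1 was matched to Cre16.g662600 by its z-scores. The log2 fold change of the average HL response was 6.92 for LHCSR3.1 (standard error 0.27, adjusted p = 5.92e-23) and 6.69 for LHCSR3.2 (standard error 0.25, adjusted p = 3.04e-23), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same test gave 6.00 for LHCSR1 (Cre08.g365900; standard error 0.16, adjusted p = 2.55e-27), 6.39 for PSBS1 (Cre01.g016600; standard error 0.23, adjusted p = 5.07e-24) and 6.63 for PSBS2 (Cre01.g016750; standard error 0.27, adjusted p = 3.25e-22). How reads that fit both copies of LHCSR3 or of PSBS were counted is not stated. Each copy's value is therefore less certain than that of a single gene. Among CCM genes the average rise was 4.98 for LCIA (Cre06.g309000), 4.76 for CAH4 (Cre05.g248400), 4.27 for LCI1 (Cre03.g162800), 4.26 for BST1 and 3.12 for HLA3 (Cre02.g097800), with adjusted p from 6.11e-21 (BST1) to 4.83e-15 (LCI1) by the same edgeR test with Benjamini-Hochberg adjustment. No average is given for LCR1, which was at the limit of detection with acetate on day 2. LHCSR3.1 in HSM rose from 22.2 ± 14.9 CPM (SD, n = 3) at 240 min in LL to 1380 ± 98.3 CPM after 15 min and 1740 ± 122 CPM after 60 min of HL, and from 97.6 ± 29.3 CPM at 1440 min to 1861 ± 31.8 and 1857 ± 64.2 CPM. PSBS1 was transient: it was at 140.1 ± 21.3 CPM after 15 min and at 3.48 ± 0.418 CPM after 60 min on day 1. In HSM on day 2, the genes past the threshold after 15 min of HL were all 11, and after 60 min they were 8; LCR1 (Cre09.g399552; −0.22, adjusted p = 0.485, and 0.127 to 0.641 under the alternatives), LCI1 (0.40, adjusted p = 0.291, and 0.00227 to 0.544 under the alternatives, with a rise of 1.25 past the threshold under library size only) and BST1 (−0.70, adjusted p = 0.0666, and 0.0342 to 0.84 under the alternatives) were then not past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Library size as the only scaling moved the median of all genes by 0.85 in this comparison; relative to that median LCR1 was at −0.37 and LCI1 at 0.31, against −0.30 and 0.32 with TMM.

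Acetate lowered the average level of 10 of the 11 genes. The average log2 fold change against HSM was −5.02 for LHCSR3.1 (standard error 0.19, adjusted p = 1.5e-23) and −4.77 for LHCSR3.2 (standard error 0.18, adjusted p = 1.12e-23) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was −6.04 for LCI1, −5.85 for LCIA, −5.37 for CAH4, −4.99 for HLA3 and −2.58 for BST1, and −0.85 and −1.07 for PSBS1 and PSBS2. At 15 min in LL, where the PSBS genes had 4 to 26 counts per library, both were instead higher with acetate, by 1.42 for PSBS1 (adjusted p = 0.077, and 0.0131 to 0.222 under the alternatives) and 1.87 for PSBS2 (adjusted p = 0.0523, and 0.00323 to 0.208), not past the threshold of the same edgeR test with Benjamini-Hochberg adjustment; with DESeq2, with library size only and with the 6 libraries alone both were past it, and PSBS2 also without the filter. LHCSR1 was higher with acetate on average, by 0.91 (standard error 0.11, adjusted p = 1.15e-09 from the same edgeR test with Benjamini-Hochberg adjustment). All 3 acetate libraries lay above all 3 HSM libraries at 15 and 240 min in LL and after 60 min of HL on both days. At 240 min in LL its rise of 1.32 fell to 0.49 without acetate replicate 3. It was not higher at 1440 min in LL (−0.28) or after 15 min of HL on day 1 (−0.06) and day 2 (−0.12), none past the threshold. LCR1 was at 63.8 ± 21.6 CPM (SD, n = 3) at 1440 min in LL without acetate and had at most 3 counts in every library with acetate, at least 614-fold lower; after 15 min of HL on day 2 it was at least 1970-fold lower. The size of the acetate effect differed between times. After 60 min of HL on day 1, LHCSR3.1 was at 1139 ± 29.2 CPM with acetate and 1740 ± 122 CPM without (log2 fold change −0.61, adjusted p = 0.197), and HLA3 (−0.56, adjusted p = 0.206), CAH4 (−1.15, adjusted p = 0.0837), LCIA (−0.98, adjusted p = 0.0523) and LCI1 (−0.19, adjusted p = 0.665) were not past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fitted with the 6 libraries compared alone, LHCSR3.1 (adjusted p = 0.00166, the lowest of the alternatives, with 0.41 as the highest), LHCSR3.2, HLA3, CAH4, LCIA and PSBS2 passed it as lower with acetate, and LHCSR1 as higher. LCIA also passed it under the literal filter (adjusted p = 0.0465 by the same edgeR test with Benjamini-Hochberg adjustment). It passed as well by this test with the replicate number of the labels as a block (adjusted p = 0.0347). The same held with the last number in the brackets of the sample titles as a block (adjusted p = 0.0247). That number is called the culture number here, although the labels do not name a culture. Over the alternatives its adjusted p was 0.000259 to 0.145. All 3 acetate libraries lay below all 3 HSM libraries for LHCSR3.1, HLA3, CAH4 and LCIA (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). After 60 min of HL on day 2 the log2 fold changes were −4.52 for LHCSR3.1, −5.51 for HLA3, −5.85 for CAH4, −3.63 for LCIA and −4.66 for LCI1. At that time BST1 was higher with acetate (323.6 ± 62.4 against 75.0 CPM on average; log2 fold change 2.11, adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and so was LHCSR1 (488 ± 126 against 115.2 ± 23.0 CPM).

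From the rise of these genes in the light and the lower levels of LHCSR3 and CCM genes with acetate, the paper states that the data sets capture the expression patterns known for CCM and qE genes, and it uses them for network inference.

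**Figure D1:**
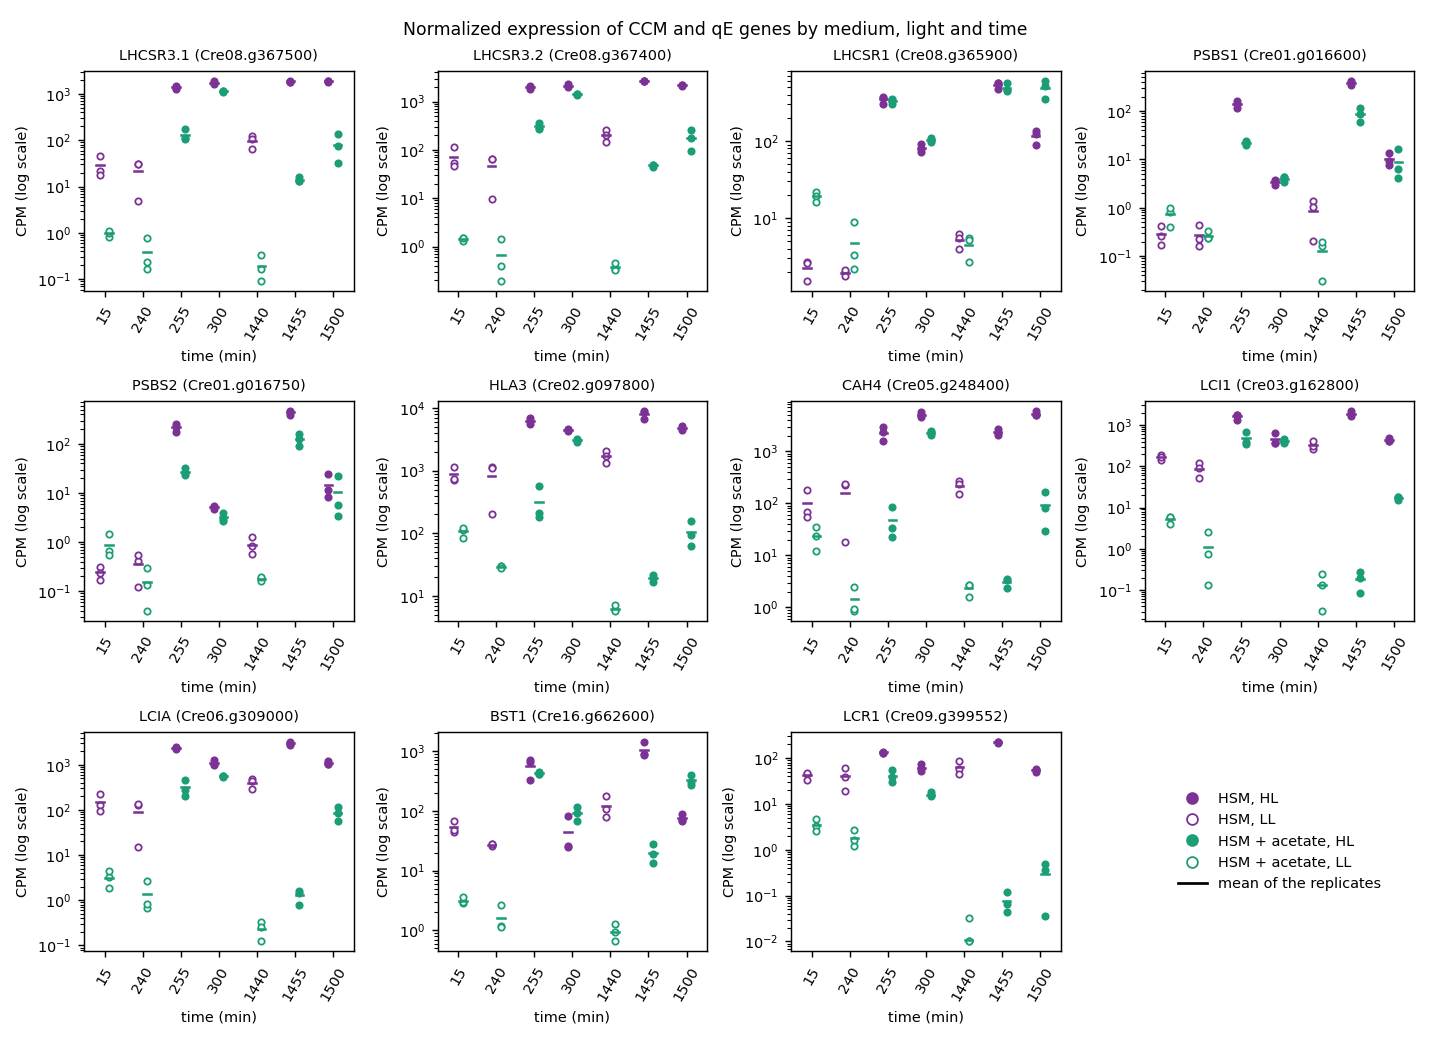
TMM-normalized CPM on a log scale against time in min for the 11 genes of Fig. 1a, in HSM (purple) and HSM with acetate (green), in LL (open points) and HL (filled points); each point is one library, horizontal lines are means of 3 libraries, and values under 0.01 CPM are drawn at 0.01. LHCSR3.1 in HSM goes from 22.2 CPM in LL to 1740 CPM after 60 min of HL on day 1, and with acetate it is at 1139 CPM after 60 min on day 1 and 80.9 CPM on day 2.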

**Fig. 1:**
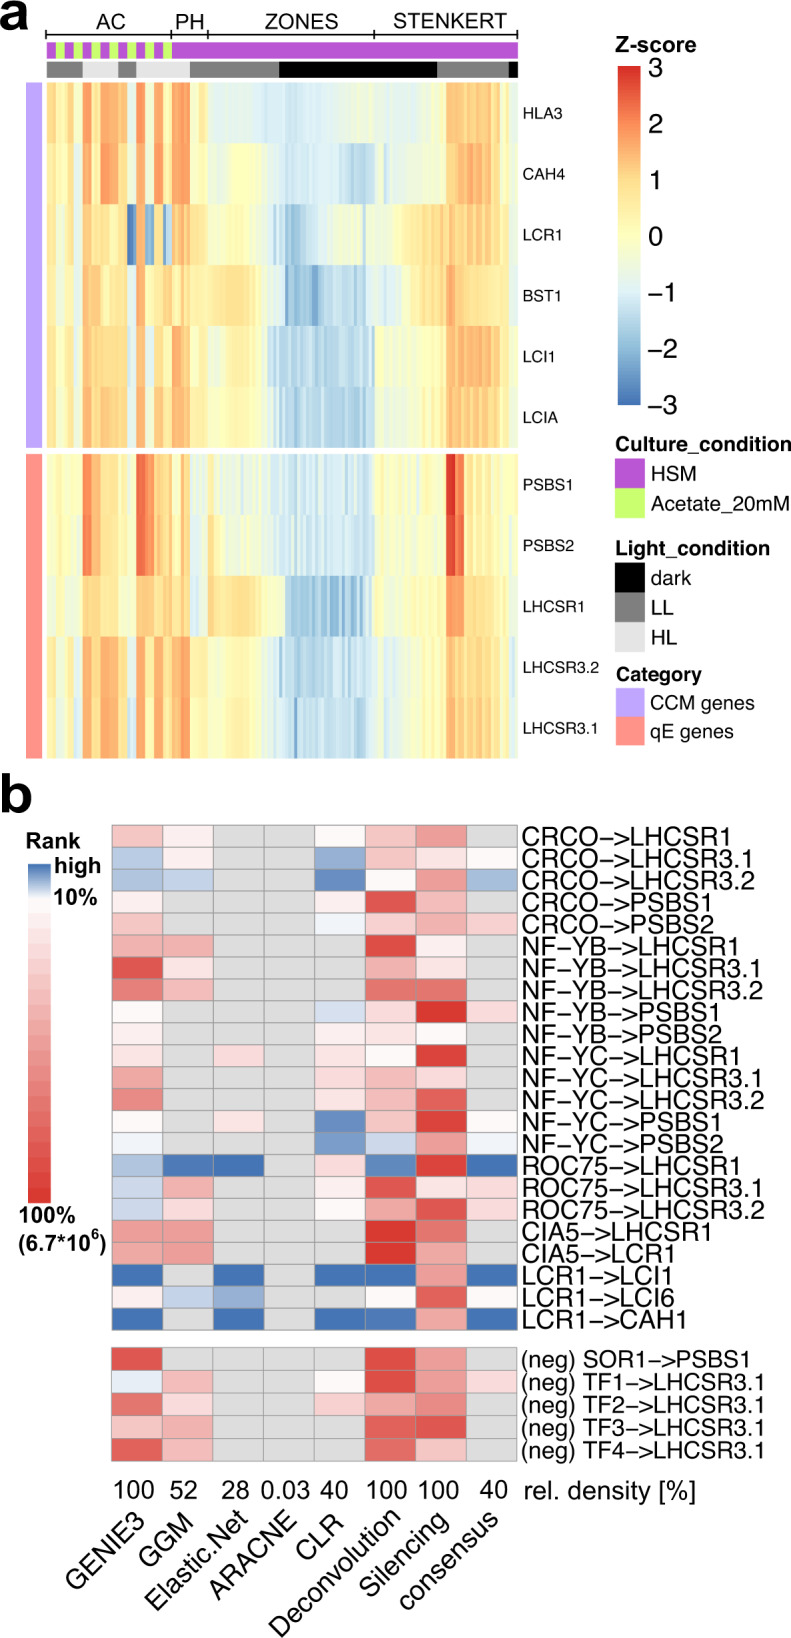
Characterization of the consensus GRN inferred by employing a compendium of RNAseq data from diverse light and culture conditions. **a** Expression levels of representative carbon concentrating mechanism (CCM) and qE genes are plotted over all samples used for network inference (z-scaled log values are depicted, high values red, low values blue). The column annotation gives information on the culture conditions and data set (purple—Sueoka’s high salt medium (HSM), green—HSM + 20 mM acetate, light gray—high light (HL), dark gray—low light (LL), black—no light) see also Supplementary Data 1); no clustering was applied. All experimental conditions have been sampled in biological duplicates or triplicates that are plotted adjacent. Supplementary Fig. 1 shows an enlarged version of this figure with sample names included and biological replicates indicated. **b** The heatmap rows correspond to experimentally validated or invalidated (neg) gene regulatory interactions involved in qE and CCM, curated from the literature. The heatmap indicates ranking of these interactions by different approaches and the consensus network. Edges are considered highly ranked (depicted in blue) if they are above the 10% network density threshold. Edges ranked below this threshold are depicted in red. Edges that were not included in the given network are marked in gray. At the bottom of the heatmap, the relative number of edges inferred by each approach is provided. ARACNE and Silencing columns were only plotted for comparison and were not used in building the consensus GRN (see Methods). TF1 MYB-like DNA-binding protein, Cre01.g034350; TF2 RWP8, RWP-RK transcription factor, Cre04.g218050; TF3 RWP5, RWP-RK transcription factor, Cre06.g285600; TF4 bHLH domain-containing protein, Cre07.g349152). Source data are provided in the Source Data file.

We employed these data together with a list of 407 transcription factors from protein homology studies^41,42^ (Methods, Supplementary Data 2**)**, as input to seven GRN inference approaches to robustly predict TF-target interactions, as shown in benchmark studies^30^. The employed methods infer both activating and inhibiting TF-target interactions. Benchmarking of GRNs usually relies on ground truth data obtained from ChIPseq or transcriptomic profiling of TF mutants. Since to date, no such comprehensive data set exists for *Chlamydomonas* we manually curated a list of known, experimentally validated regulatory interactions underlying CCM and qE in *Chlamydomonas*^22,26–28^, to assess the quality of GRNs inferred by the different approaches. As negative control, we included the reported lack of effect of the SINGLET OXYGEN RESISTANT 1 (SOR1) TF on *PSBS1* transcript levels in diurnal culture^43^ as well as a set of four TFs, designated TF1-4, whose knock-out or overexpression did not affect *LHCSR3.1* transcript levels (Supplementary Note 1, Supplementary Fig. 2 and Fig. 1b). When we assessed the predicted ranks, as a measure of confidence assigned to the positive and negative ground truth data, we found that two approaches were clear outliers, showing sensitivity of 0%. More specifically, ARACNE^44^ and global silencing^45^ are unable to recover any positive literature interactions when using a network density threshold of 10% of all possible TF-TF and TF-target interactions (most prominently observable in the case of LCR1 interactions). Possible reasons for this finding are over-trimming or issues with the validity of the underlying assumptions, as seen in other case studies^46^. Since the presence of most gene regulatory interactions is dependent on environmental stimuli, it is considerably easier to experimentally validate the presence of TF-target interactions than to show that they do not take place^47^. Thus, in inferring a consensus GRN we considered the five approaches that were able to recover positive interactions, namely: Graphical Gaussian Models (GGM), Context Likelihood of Relatedness (CLR), Elastic Net regression, Gene Network Inference with Ensemble of Trees (GENIE3), and Network Deconvolution (Methods).

To obtain insights into the performance of these approaches, we next quantified the variability of ranks for the known TF-target gene interactions. We found that the average standard deviation of the ranks of the TF-target gene interactions within an approach is larger than the average standard deviation for the rank of a TF-target gene interaction across the five approaches (Supplementary Fig. 3, Fig. 1b). This observation suggested that the properties of a given TF-target gene interaction have a stronger influence on its assigned rank than the inference approach used. More specifically, we noted that the regulation of LHCSR genes by the two NF-Y paralogues and the induction of LCR1 by CIA5 are not recovered by any of the used approaches; this is in line with reports showing that CIA5 is constitutively expressed and regulated post-translationally^16^—not reflected in the transcriptomics data. 

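Of the inference approaches, CLR was computed on the 42 libraries of the acetate and light experiment alone: mutual information was estimated from Spearman's correlation of log2 CPM between each of the 371 transcription factors kept by the filter (of the 407 listed) and each gene, and an edge was retained where its CLR z-score was above 0. Of 5151335 possible edges, 2043557 were retained and ranked by mutual information. With these libraries, NF-YB (Cre02.g079200) was retained as a regulator of none of LHCSR1, LHCSR3.1 and LHCSR3.2. NF-YC (Cre12.g556400) had an edge to LHCSR3.1 at 24.4% and to LHCSR3.2 at 21.0% of all possible edges counted from the top, and none to LHCSR1; with the medians of the 14 conditions the edge to LHCSR1 was retained at 35.6%. The edge from CIA5 (Cre02.g096300) to LCR1 ranked at 21.6%, with a Spearman's rho of 0.50 across the libraries, and at 16.0% to 28.1% under the alternatives. CIA5 transcript levels lay between 45.0 ± 2.06 CPM (SD, n = 3; acetate, 60 min of HL on day 1) and 157 ± 20.2 CPM (HSM, 15 min of HL on day 2). Its average log2 fold change was 0.33 in HL (standard error 0.04, adjusted p = 7.31e-09) and −0.49 with acetate (standard error 0.04, adjusted p = 6.56e-15) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; with library size as the only scaling the acetate value was −0.14 (adjusted p = 0.0789, the highest of the alternatives, with 3.9e-47 under DESeq2 as the lowest), and relative to the median of all genes it was −0.45, against −0.44 with TMM. Single comparisons after 60 min of HL went against these averages: CIA5 was lower in HL in HSM on both days (−0.25 and −0.21, adjusted p = 0.0237 and 0.0474) and higher with acetate on day 2 (0.25, adjusted p = 0.0211) by the same edgeR test with Benjamini-Hochberg adjustment. Each of these 3 calls was lost in 3 of the 6 fits without one library.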

Further, NF-Y factors that rely on complex formation with CrCO to regulate their targets^27^, may also act via unresolved post-translational mechanisms. As mentioned in the introduction, some of the employed approaches use regularization techniques, mitigating effects of collinearity and low sample number, this comes at the cost of increasing the number of false negatives, another reason for the high number of unrecovered interactions previously reported in the literature. 

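In the CLR network of the 42 libraries, LCR1 (Cre09.g399552) to LCI1 (Cre03.g162800) was the highest of the literature edges analysed, at 0.18% of all possible edges (Spearman's rho 0.89), and at 0.05% to 1.23% under the alternatives, the latter with the medians of the 14 conditions. The edges from LCR1 to CAH1 and LCI6 were not analysed, because no identifier was at hand for these targets. TF1 (Cre01.g034350) had a rho of 0.002 with LHCSR3.1, and no edge between them was retained under any alternative.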

Importantly, the regulatory interactions of the CCM effector genes *LCI1* and *CAH1* by *LCR1* are assigned very high ranks (top 1%) by the approaches considered in the consensus GRN (except for GGM); moreover, only for the interaction of TF1 and LHCSR3.1 we observe false positives, originating from spurious interactions. The interactions of the other four TFs (Supplementary Note 1, Supplementary Fig. 2) are correctly discarded by all approaches, indicating the robustness of the employed approaches (Fig. 1b). In addition, we observed that CLR and GENIE3 demonstrated the best performance with respect to the set of known interactions. For instance, they identified the regulation of *LHCSR3.1* by CrCO^26,27^ and of *PSBS1* by NF-YB^27^ (Fig. 1b). 

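With the 42 libraries, CLR retained 2 of the 5 edges from transcription factors taken as negative cases and placed both within the top 10% of edges. TF3 (Cre06.g285600) to LHCSR3.1 ranked at 1.51% (1.48% to 3.75% under the alternatives), with a rho of 0.79. SOR1 (Cre07.g321550) to PSBS1 ranked at 6.87%, and at 10.8% with condition medians. No edge was retained from TF2 (Cre04.g218050) or TF4 (Cre07.g349152) to LHCSR3.1. Of the 21 literature edges analysed, 6 were within the top 10%, and 5 to 7 under the alternatives.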

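In the network of the 42 libraries, CrCO (Cre06.g278159) to LHCSR3.1 ranked at 4.37% of all possible edges, with a Spearman's rho of 0.72, and fell outside the top 10% with RLE in place of TMM normalization. The edge to LHCSR3.2, whose counts match the z-scores plotted as LHCSR3.1 in Fig. 1a, had a rho of 0.74 and ranked at 1.79% to 8.67% under the alternatives. The edges from CrCO to PSBS2 (1.38%) and PSBS1 (1.66%) ranked higher, and that to LHCSR1 lower (7.72%). Under the alternatives the edge to LHCSR1 ranked at 3.88% to 12.41%, so it too left the top 10%. Those to PSBS2 (0.89% to 3.35%) and PSBS1 (0.72% to 4.48%) stayed within it. NF-YB to PSBS1 was retained at 31.3%, with a rho of 0.42, and was not retained with RLE. Its edge to PSBS2 ranked at 29.1%.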

Generalization of this ranking beyond the known interactions underlying qE and CCM processes is challenging, due to the lack of genome-scale gold standard, and we, therefore, opted to combine the results of the five approaches, that showed comparable performance, in the consensus GRN (Methods, Supplementary Data 3) to increase robustness of the predictions. Our analyses of the overlap between the consensus and individual GRNs and the enrichment of TF-TF interactions demonstrated the robustness of the inferred interactions (Supplementary Note 2, Supplementary Fig. 4).

### Consensus GRN pinpoints LCR1 as a regulator of qE-related genes

Using the consensus GRN, we inferred direct regulators of *LHCSR* and *PSBS* genes and ranked them according to the score resulting from the Borda method (Methods)^30,48^. 

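On the 42 libraries, the 371 transcription factors were placed by the sum of reciprocal edge ranks, among the top 10% of CLR edges, over the LHCSR and PSBS genes. LCI8 (Cre02.g144800) was at place 2, with places from 2 to 14 under the alternatives, and LCR1 at place 56, with 42 to 80. Regulators with no edge to these genes in the top 10% shared the lowest score and were ordered by identifier. QER6 (Cre13.g567250, place 320) and QER4 (Cre17.g745697, place 368) were in this group, so their places are no measured ranks. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the average log2 fold change in HL was 2.19 for LCI8 (standard error 0.06, adjusted p = 4.07e-27), −0.57 for QER6 (standard error 0.10, adjusted p = 1.26e-06) and −0.20 for QER4 (standard error 0.07, adjusted p = 0.00507).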

Mutants were available for four of the top ten of TFs with the strongest cumulative regulatory effect on qE-related genes (Fig. 2a, Supplementary Data 4): Two knock-out mutants of previously uncharacterized genes were ordered from the CliP library^49^, which we termed *qE-regulators 4* and *6* (*qer4*, *qer6*; see Supplementary Fig. 5 for the genotyping of these mutants). Additionally, we obtained an overexpressor line of the N-acetyltransferase LCI8^21^ and the knock-out strain of the known CCM regulator LCR1^17^. We tested for a regulatory effect by switching LL-acclimated mutant strains and their respective WT background to HL for 1 h and quantified transcript levels of qE-related genes. Since both the paralogs of *PSBS* as well as of *LHCSR3* show correlation >0.96 over all RNAseq samples used in this study and they additionally have very similar expression profiles quantified by RT-qPCR^50^, we only probed the transcripts of *LHCSR3.1* and *PSBS1* via qPCR in the validation assays. 

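Over the 42 libraries, log2 CPM of PSBS1 and PSBS2 had a Pearson's r of 0.987 and a Spearman's rho of 0.956, and those of LHCSR3.1 and LHCSR3.2 an r of 0.994 and a rho of 0.990. Each had a permutation p of 1e-05, the smallest that 100000 resamples give, and 1.2e-05 after Benjamini-Hochberg adjustment over 14 relations. Without the 2 libraries farthest from the median, r was 0.985 and 0.993. On average these genes were higher in HL than in LL, although the ranges of LHCSR3.1 in LL and HL overlapped. Within HL (n = 24), r was 0.990 for PSBS and 0.998 for LHCSR3, and within LL (n = 18) it was 0.664 (permutation p = 0.0024, both raw and adjusted) and 0.995. In LL the PSBS genes were at most at 0.888 CPM on average, with at most 26 counts in a library. Deviations from the condition means, which leave out differences between conditions, correlated with an r of 0.530 for PSBS (permutation p = 0.00029, adjusted 0.00031) and 0.925 for LHCSR3. The means of the 14 conditions moved the PSBS value most, to 0.996, and a prior count of 0.25 lowered it most, to 0.979. Reads that fit both copies could also raise these correlations, if the counting kept them.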

For *qer4*, *qer6*, and *lci8-oe* we did not observe an effect on the transcript levels of investigated genes after HL exposure (Supplementary Fig. 6). Thus, qer4 and qer6 are considered false positive predictions of the GRN, despite the fact that *qer4* accumulated 1.5 times more *LHCSR3.1* under LL than the WT. A review of the closest orthologs of LCI8 together with the experimental data indicate that it is likely involved in arginine synthesis^51^ and wrongly included as histone acetylase in the list of TFs. Interestingly, LCR1, the highest ranking among the tested regulators showed significantly decreased expression of LHCSR3 at both the gene (three times lower, Fig. 2b) and protein level (four times lower, Fig. 2c, d) compared to the WT; as a result, *lcr1* developed very low NPQ and qE (Fig. 2e). Interestingly, the *lcr1* mutant over-accumulated LHCSR1 and PSBS both at the transcript and at the protein level (Fig. 2b–d); Complementation of *lcr1* with the knocked-out gene (strain *lcr1-C*) restored LHCSR3 gene and protein expression as well as the qE phenotype (Fig. 2b–e). Because pre-acclimation conditions impact qE gene expression^25^ we conducted independent experiments in which cells were acclimated to darkness before exposure to HL and we obtained very similar results. Our data demonstrated that *lcr1* showed significantly lower expression of LHCSR3 and higher expression of LHCSR1/PSBS at both the gene (Supplementary Fig. 7a) and protein level (Supplementary Fig. 7b, c), and had lower NPQ and qE (Supplementary Fig. 7d) than the WT, although the higher expression levels of the *LHCSR1* gene were not rescued by the complementation with the missing *LCR1* gene (Supplementary Fig. 7a). Altogether, our data show that LCR1 is a regulator of qE by activating *LHCSR3.1* transcription and repressing LHCSR1 and PSBS accumulation.

**Fig. 2:**
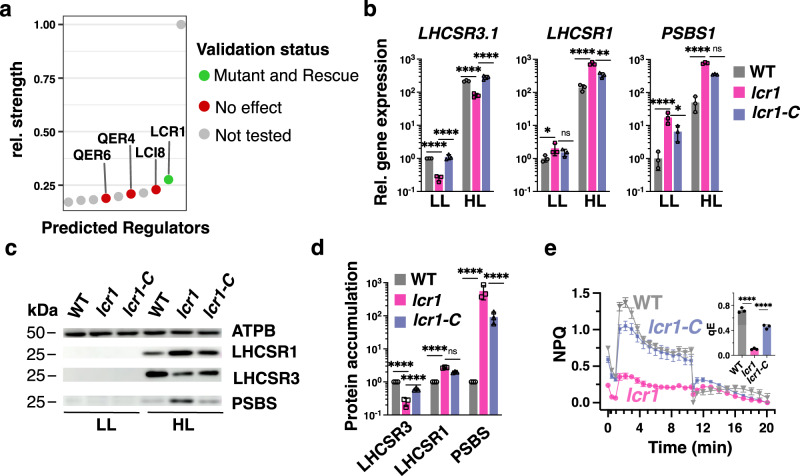
Consensus GRN for light and acetate responses pinpoints LCR1 as regulator of qE-related genes. **a** Dot plot of the relative regulatory strength of the top 10 regulators of qE-related genes in the consensus GRN (see Methods). TFs are marked in green if qE transcript levels were affected in the respective knock-out strain and this effect was reversed by complementation with the missing gene. TFs for which no effect was observed are marked in red. TFs for which no mutant lines were available are plotted in gray. **b** WT, *lcr1,* and *lcr1-C* cells were acclimated for 16 h in LL (15 µmol photons m^−2^ s^−1^). After sampling for the LL conditions, light intensity was increased to 300 µmol photons m^−2^ s^−1^ (HL); samples were taken 1 h (RNA) or 4 h (protein and photosynthetic measurements) after exposure to HL. Shown are relative expression levels of qE-related genes at the indicated conditions normalized to WT LL (*n* = 3 biological samples, mean ± sd). **c** Immunoblot analyses of LHCSR1, LHCSR3, PSBS, and ATPB (loading control) of one of the three biological replicates, under the indicated conditions. **d** Quantification of immunoblot data of all replicates in **c** after normalization to ATPB. Shown are the HL-treated samples; WT protein levels were set as 1. **e** NPQ and calculated qE (as an inset) 4 h after exposure to HL (*n* = 3 biological samples, mean ± s.d). **b**, **d**, **e**. The two-sided *p* values for the comparisons are based on ANOVA Dunnett’s multiple comparisons test and as indicated in the graphs (*P < 0.005, **P < 0.01, ***P < 0.001, ****P < 0.0001). Statistical analyses for **b** and **d** were applied on log10- transformed values. The exact p-values are shown in the Source Data file.

Furthermore, we revisited the role of LCR1 in regulating CCM genes^17^ by analyzing the expression of selected CCM genes in WT, *lcr1* and *lcr1-C* cells shifted from LL or darkness to HL, conditions favoring CCM gene expression^7^. We first confirmed that under our experimental conditions *lcr1* could not fully induce *LCI1* (Supplementary Fig. 8a, b) in accordance with the report of the discovery of LCR1^17^. Our analyses further showed a statistically significant impairment of *lcr1* in inducing genes encoding the Ci transporters LOW-CO_2_-INDUCIBLE PROTEIN A (LCIA), HIGH-LIGHT ACTIVATED 3 (HLA3), and BESTROPHINE-LIKE PROTEIN 1 (BST1) as well as the carbonic anhydrase CAH4, when shifted from LL or dark to HL (Supplementary Fig. 8a, b), indicating that the role of LCR1 in low-CO_2_ gene expression extends beyond the regulation of gene expression of *CAH1*, *LCI1,* and *LCI6*^17^.

### PHOT-specific GRN reveals a novel repressor of qE

The light-dependent induction of LHCSR3 is predominantly mediated by the blue light photoreceptor PHOT^18^. To analyze the PHOT-dependent transcriptional regulators, we first inferred a GRN based solely on the RNAseq from samples of *phot* and WT acclimated to LL and after 1 h exposure to HL (data set PH, Supplementary Data 1) using only the GENIE3 approach, reported to show good performance^30,46^ and which is among the best-performing approaches in our consensus network. Since the PH experiment contains a low number of samples (12 samples, 4 conditions) the inferred GRN will inevitably suffer from the effects of low statistical power and high collinearity. To mitigate these effects, we decided to only include interactions that are also present in the benchmarked consensus network. By determining the intersection of the two networks, we obtained a GRN that resolves regulatory interactions underlying the transcriptomic changes observed in the *phot* mutant, while borrowing the statistical power of the whole RNAseq compendium. We refer to the resulting network as PHOT-specific GRN (Methods, Supplementary Data 5).

When investigating the top 10 regulators of qE genes in this PHOT-specific GRN the interactions where weighted based on the importance score from GENIE3 (Supplementary Data 6, Fig. 3a). Among the interactions in this list of PHOT-dependent regulators, we recovered two known regulators of qE, namely, ROC75^28^ and CrCO^26,27^ (Fig. 3a). These observations are in line with an existing hypothesis^24^ suggesting that a CUL4-dependent E3-ligase targeting CrCO^26^ acts downstream of PHOT. ROC75 has been previously reported to act independently of the PHOT signal based on qPCR studies of the mutant grown synchronously under different light spectra^28^. In our RNAseq data, gathered under continuous white light, we observed a significant difference in expression levels of ROC75 between WT and *phot* (log2 fold-change = 1.03, adj. p-value = 1.80*10^−7^).

**Fig. 3:**
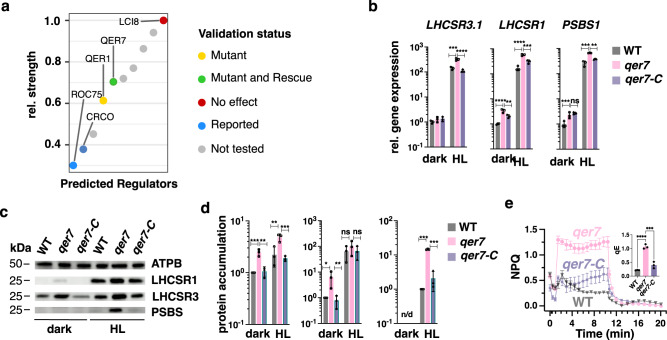
A PHOT-specific GRN pinpoints QER7 as a suppressor of the expression of qE-related genes. **a** Dot plot of the relative regulatory strength of the top 10 regulators of qE-related genes in the PHOT-specific GRN (see Methods). TFs are marked in green if qE transcript levels were affected in the respective knock-out strain and this effect was reversed by complementation with the knocked-out gene, in yellow, if the effect was not reversed by complementation and in red, if no mutant effect was observed in the mutant. TFs for which no mutant lines were available are plotted in gray. **b** WT, *qer7,* and *qer7-C* cells were synchronized under 12 h light (15 µmol m^−2^ s^−1^)/12 h dark cycles. After sampling for the dark conditions (end of the dark phase), cells were exposed to 300 µmol photons m^−2^ s^−1^ (HL); samples were taken 1 h (RNA) or 4 h (protein and photosynthetic measurements) after exposure to HL. Shown are relative expression levels of qE-related genes at the indicated conditions normalized to WT LL (*n* = 3 biological samples, mean ± sd). **c** Immunoblot analyses of LHCSR1, LHCSR3, and ATPB (loading control) of one of the three biological replicate set of samples, under the indicated conditions. **d** Quantification of immunoblot data of all replicates in **c** after normalization to ATPB. WT protein levels at HL were set as 1. **e** NPQ and qE, measured 4 h after exposure to HL (*n* = 3 biological samples, mean ± sd). **b**, **d**, **e** The two-sided *p* values for the comparisons are based on ANOVA Dunnett’s multiple comparisons test and are indicated in the graphs (*P < 0.005, **P < 0.01, ***P < 0.001, ****P < 0.0001). Statistical analyses for **b** and **d** were applied on log10-transformed values. The exact *p* values are shown in the Source Data file.

The fact that several regulators showed larger regulatory strength than CrCO in the PHOT-specific GRN indicates the existence of yet unreported regulators of qE effector genes in the PHOT signaling pathway. This is in line with existing results^26^, showing that the knock-out of CrCO is insufficient to fully abolish light-dependent activation of LHCSR3. Following this reasoning we obtained *qer1* and *qer7*, the available regulator candidates mutants, from the CLiP library^49^ (for genotyping see Supplementary Fig. 5). Our results show higher mRNA levels of *PSBS1 *in the *qer1* mutant (Supplementary Fig. 9); however, this could not be rescued by ectopic expression of the *QER1* gene in the *qer1* mutant background (Supplementary Fig. 9). We found significant upregulation of *LHCSR3.1* gene expression in the *qer7* mutant (1.7 times, Supplementary Fig. 10a) also reflected in higher NPQ (Supplementary Fig. 10b) and qE levels (Supplementary Fig. 10c) which we followed up in more detail. To this end, we ectopically expressed the WT *QER7* gene in the *qer7* mutant and generated the complemented strain *qer7-C* that expressed *QER7* to levels similar to those WT (Supplementary Fig. 5c). As a result, the *qer7-C* strain showed reduced *LHCSR3* gene expression, NPQ, and qE levels as compared with the *qer7* mutant (Supplementary Fig. 10a–c). *LHCSR1* and *PSBS* seemed to be unaffected in the qer7 in these LL to HL transition experiments (Supplementary Fig. 10a). As with LCR1, we also performed dark to HL experiments to further characterize the photoprotective responses of *qer7*; under these conditions, *qer7* accumulated significantly more *LHCSR1* (1.7 times) and *PSBS1* (2.2 times) while *LHCSR3* remained unaffected (Supplementary Fig. 10d). As in the LL to HL experiments (Supplementary Fig. 10b, c) *qer7* showed more NPQ and qE (Supplementary Fig. 10e, f). Complementation of *qer7* with the missing *QER7* gene restored all phenotypes (*LHCSR1*, *PSBS*, NPQ, qE; Supplementary Fig. 10d–f). These data validated the prediction of QER7 as regulator of qE gene expression (Fig. 3a) and indicated that QER7 regulates different subsets of qE genes depending on the pre-acclimation conditions; *LHCSR3* when preacclimated under LL, *LHCSR1,* and *PSBS* when pre-acclimation occurs in darkness.

Motivated by these findings and given the fact that most of the Chlamydomonas transcriptome undergoes diurnal changes^39^ we decided to address the role of QER7 in regulating qE genes under light/dark cycles. We synchronized WT, *qer7,* and *qer7-C* cells in 12 h L/12 h D cycle and exposed them to HL right after the end of the dark phase. Our results revealed that under these conditions QER7 functions as a repressor of all qE-related genes; the *qer7* mutant expresses significantly higher LHCSR3, LHCSR1, and PSBS not only at the gene (Fig. 3b) but also at the protein (Fig. 3c, d) level, and exhibits higher NPQ and qE (Fig. 3e), with all phenotypes rescued in the *qer7-C* complemented line. Previous protein homology studies identified QER7 as Squamosa Binding Protein^52^ or bZIP TF^53^, and here, we provide the first functional annotation of QER7 as a novel qE regulator.

### QER7 co-regulates qE-related and CCM genes

Our findings that the regulatory role of CIA5^7^ and LCR1 (Fig. 2 and Supplementary Fig. 7) extends beyond CCM to also control qE-related gene expression, prompted us to also inspect the expression levels of CCM genes in synchronized *qer7* cells (Fig. 4a). Indeed, for five of these transcripts (*HLA3*, *CAH4*, *BST1*, *LCI1*, *LCIA*) we observed a significant upregulation in *qer7* after HL exposure that was reversed by complementation with the *QER7* gene, indicating that QER7 suppresses expression of CCM genes; the suppression role of QER7 on CCM genes was only observable under HL, conditions that favor CCM gene expression^7^ and not in the dark (Fig. 4a). We subsequently checked if this regulation is also captured in the GRNs. To this end, we used the CCM genes included in Fig. 4a as target genes and predicted the top 10 regulators of these genes using the same method as for the qE regulators (Methods). Interestingly, we found LCR1 (Supplementary Fig. 11a, c) among the top regulators of both, CCM and qE genes, in the consensus network and QER7 in the PHOT-specific network (Supplementary Fig. 11b, d).

**Fig. 4:**
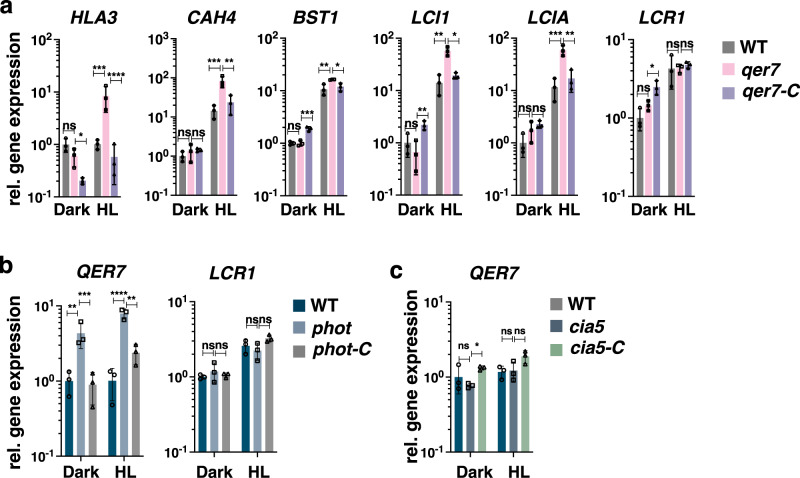
QER7 suppresses transcription of CCM genes and depends on PHOT. *qer7*, *phot,* and *cia5* cells alongside with their complemented lines (*qer7-C*, *phot-C,* and *cia5-C* respectively) and WT backgrounds, were synchronized under 12 h light (15 µmol m^−2^ s^−1^)/12 h dark cycles, in photoautotrophic conditions (Sueoka’s high salt medium; HSM), at 23 °C in Erlenmeyer flasks shaken at 125 rpm. After sampling at the end of the dark phase, cells were exposed to 300 µmol photons m^−2^ s^−1^ (HL) and samples were taken 1 h after HL exposure. **a** Relative expression levels of CCM genes at the indicated conditions. **b** Relative expression levels of *QER7* and *LCR1* in WT, *phot* and *phot-C*. **c** Relative expression levels of *QER7* in WT, *cia5* and *cia5-C*. In all cases (**a**–**c**) expression levels were normalized to WT LL (*n* = 3 biological samples, mean ± sd). The two-sided *p* values for the comparisons are based on ANOVA employing Dunnett’s multiple comparisons test on log10-transformed values and are indicated in the graphs (*P < 0.005, **P < 0.01, ***P < 0.001, ****P < 0.0001). The exact *p* values are shown in the Source Data file.

Led by this observation, we investigated the signaling pathway upstream of QER7. To this end, we quantified *QER7* gene expression in synchronized *phot* cultures and observed that *QER7* is overexpressed in the *phot* mutant, suggesting that PHOT suppresses *QER7* expression (Fig. 4b). In contrast to *QER7*, *LCR1* expression levels were WT-like in the *phot* mutant (Fig. 4b), and the same was true for the *qer7* mutant that also expressed *LCR1* to WT levels (Fig. 4a). Further validation that LCR1 and QER7 act on different pathways comes from the fact that although LCR1 is controlled by CIA5^17^, QER7 is not (Fig. 4c). Thus, while sharing part of their target genes, the two TFs, LCR1, and QER7, mediate different signals. We captured this distinction in our PHOT-specific network, further underlining the power of the inferred networks.

Our findings that QER7 represses CCM gene expression (Fig. 4a) naturally raised the question of whether the *qer7* mutant has altered CCM function, i.e. altered capacity of the cells to accumulate inorganic carbon (Ci). To address this question, we compared WT and *qer7* cells for their affinity for Ci, under conditions where CCM is not fully induced (LL) and after inducing CCM by acclimation to HL, which leads to mRNA accumulation of CCM-related genes (see for example Fig. 4a but also our previous study^7^). Under these conditions no difference could be observed between WT and *qer7* (Supplementary Fig. 12, Supplementary Data 7). Our data suggest that PHOT, by repressing *QER7* (Fig. 4b), is also involved in the regulation of CCM-related gene expression. We investigated this further by quantifying CCM gene expression in WT, *phot* mutant and the complemented line *phot-C*, in the samples collected from the experiment presented in Fig. 4b, i.e. synchronized photoautotrophic cultures shifted to HL right after the end of the dark phase. We first analyzed expression of qE genes that was found as expected^18,24,25^ to be under control of PHOT (Supplementary Fig. 13a). We then analyzed expression of the five CCM genes found to be repressed by QER7 (Fig. 4a); out of those, *CAH4* and *HLA3* were down-regulated in the *phot* mutant exposed to HL after the end of the dark phase in synchronized cultures (Supplementary Fig. 13b) and this phenotype was fully rescued in the *phot-C* complemented line, suggesting a potential involvement of PHOT in regulating expression of CCM-related genes. Nevertheless, the affinity of *phot* for Ci was not different than this of WT (Supplementary Fig. 14, Supplementary Data 7), in line with previous work reporting CCM to be induced to very similar extent under blue or red illumination^54^. Thus, under our experimental conditions, the role of PHOT and QER7 in regulating CCM is restricted to the transcriptional level. Since the PHOT-QER7 pathway acts independently of the LCR1 pathway, both regulating the same subset of CCM genes we tested, it may be not so surprising that neither PHOT nor QER7 impact the affinity for Ci; in both *qer7* and *phot* mutants LCR1 levels are unaffected and therefore the control of LCR1 on CCM may mask any potential effect that PHOT or QER7 might have. Since many known CCM regulatory mechanisms act post-transcriptionally^55^, it is conceivable, that the transcriptional regulation of PHOT and QER7 on their own are not sufficient and rely on integration with other simultaneous signals to clear all roadblocks for full CCM induction under HL.

### Genome-scale GRN indicates that photoprotection and CCM are co-regulated

The two qE regulators that we validated in this study also regulate CCM genes. Therefore, we next investigated to what extent the observed co-regulation pattern applies to the global, known transcriptional regulation of low CO_2_ and light stress-responsive genes. To this end, we took advantage of the size of the presented genome-scale GRNs and compiled a list of genes putatively involved in photoprotection (Supplementary Data 8) or the CCM (Supplementary Data 9); we then extracted the 10 TFs exhibiting the strongest regulatory strength on the genes in the compiled lists. 

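In the CLR network of the 42 libraries, 4 of the 10 strongest regulators were shared between the CCM list (71 genes) and the photoprotection list (55 genes): LCI8 (Cre02.g144800), Cre16.g673250, Cre12.g507500 and Cre14.g621050. Pairs of random gene sets of the same sizes shared 2.96 on average over 10000 draws, and the one-sided Monte Carlo p was 0.36. With the sum of mutual information in place of reciprocal ranks, 0 regulators were shared, and without replicate 1 or 3 the number was 2. Of the 6 regulators that Supplementary Data 10 lists as shared, Cre03.g212977 was at place 2 for the CCM list and 34 for the photoprotection list, and the others were at places 61 to 284 for the CCM list and 137 to 358 for the photoprotection list. Regulators with no edge to a list in the top 10% share its lowest score and were ordered by identifier. The lowest places are therefore no measured ranks.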

We found six (empirical *p* value < 0.001, Methods) and four (empirical *p* value <0.01) of the top 10 regulators to be shared between these two responses in the consensus (Fig. 5a, b, Supplementary Data 10) and the PHOT-specific GRN, respectively (Fig. 5c, d, Supplementary Data 11). The significant, large number of shared regulators is a strong indication that co-regulation of photoprotective and carbon assimilatory processes is a principal feature of Chlamydomonas’ transcriptional regulatory program.

**Fig. 5:**
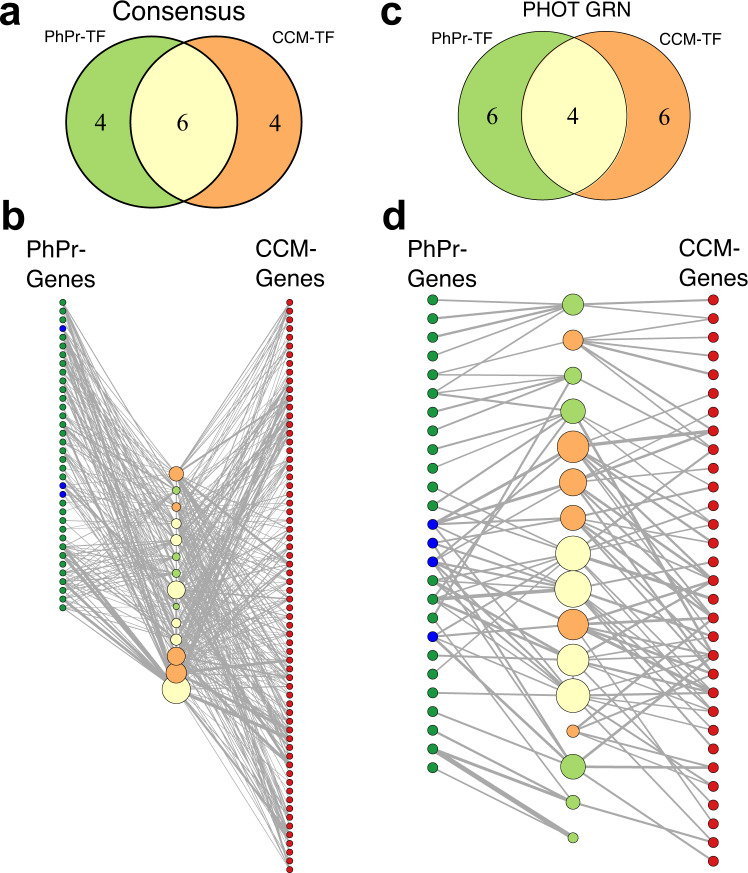
Consensus and PHOT-specific GRNs indicate extensive co-regulation of CCM and photoprotective genes. Top: Venn diagram depicting the overlap of the top 10 predicted TFs of the curated CCM and photoprotective (PhPr) genes based on **a** the consensus or **c** PHOT-specific GRN. Bottom: Network representation of the top ten TF sets of **b** the consensus network or **d** the PHOT-specific GRN (center nodes, same color code as in **a**) and the target genes used for prediction (left and right columns of nodes, photoprotection genes are shown in green, qE-related genes in blue, and CCM genes in red. **b** The plotted regulatory strength corresponds to $$\log (\frac{1}{{r}_{{{{{\rm{consen}}}}}}})$$, in **d**, it corresponds the GENIE3 edge weights denoting random forest importance measure. The edge width is proportional to the strength of the specific regulatory interaction. The size of the TF nodes corresponds to the sum of all plotted target gene edge weights.

## Discussion

The molecular actors and structure of the transcriptional regulatory mechanisms that shape *Chlamydomonas*’ response to differential light and carbon availability are largely unknown, although they are paramount to survival of *Chlamydomonas* and offer valuable targets for biological engineering. Here we set out to elucidate the GRN underlying the response to light and carbon availability by combining the results from five complementary inference approaches and data from 158 RNAseq samples of cultures responding to these cues. In the network inference process for this study, we carefully choose approaches and integration procedures developed to address the inherent difficulties of RNAseq data sets (e.g., collinearity and high number of variables compared to samples). Together with the many post-transcriptional layers of regulation in eukaryotic cells, the task of recovering the true GRN, nevertheless, remains a major challenge of the field of systems biology and this study is no exception.

We were able to experimentally validate two of the six novel qE regulators that the GRN predicted and for which KO mutants were available: QER7, suppressing LHCSR3, LHCSR1, and PSBS expression (Fig. 3, Supplementary Fig. 10), and LCR1, activating LHCSR3 and suppressing LHCSR1 and PSBS expression (Fig. 2, Supplementary Fig. 7). Both TFs also regulate expression of CCM genes, LCR1 as previously reported^17^, QER7 as demonstrated in this study (Fig. 4), suggesting that the processes of qE and CCM are co-regulated.

From the physiological point of view, the interconnection of qE and CCM comes as no surprise; exposure to HL boosts CO_2_ fixation rates and results in depletion of intracellular Ci, reflected, for instance, in the expression levels of the CO_2_-responsive marker RH1^7^; therefore, HL-exposed cells need to activate not only qE, to protect against photooxidative stress, but also CCM to sustain photosynthetic CO_2_ fixation. On the other hand, photooxidative damage is exacerbated by CO_2_-limitation; when CO_2_ fixation decreases, photosynthetically generated electrons accumulate in the electron transport chain potentially leading to reactive oxygen species generation^56^. Therefore, acclimation to low-CO_2_ availability needs to include not only activation of CCM to elevate CO_2_ levels at the site of fixation, but also of protection against photooxidative damage. It was recently shown that overexpression of the bZIP transcription factor BLZ8, resulting in enhanced CCM via overexpression of HLA3, CAH7, and CAH8, conferred enhanced oxidative tolerance triggered by alkaline stress^57^. Although the qE capacity of the BLZ8 overexpressing lines was not assessed, this work suggests that CCM and protection from oxidative stress are physiologically interconnected.

We complemented the findings of the involvement of LCR1 and QER7 in the regulation of qE and CCM-related genes with an unbiased analysis of the genome-scale co-regulation of CCM and photoprotective genes. In this way we observed a significant number of regulators targeting both processes in the inferred consensus GRN as well as the PHOT-specific GRN (Fig. 5). This finding is in line with several experimental studies: *LHCSR3* mRNA has been reported to accumulate under low CO_2_^21,22^ while exposure to HL has been reported to trigger CCM protein^58^ and mRNA^7^ accumulation. The Chloroplast Calcium Sensor protein CAS initially found to be a qE regulator^19^ turned out to also regulate CCM^59^, and similarly, CIA5, the master regulator of CCM gene expression^14–16^ is also controlling qE gene and protein expression^7^. Our results indicate a set of TFs (Fig. 5, Supplementary Data 10, 11) that likely act downstream of these different signals and integrate them into a common transcriptional response. Their further characterization is a promising avenue for future research.

We found QER7 in the list of PHOT-specific regulators and validated its role experimentally: Expression of *QER7* was repressed by PHOT (Fig. 4b) and was CIA5-independent (Fig. 4c), while expression of *LCR1* is regulated by CIA5^17^ and was found to be PHOT-independent (Fig. 4b). Thus, we showed that filtering the consensus network by differential expression data of mutants indeed successfully captures this context-specific regulatory interaction. As far as qE is concerned, qE genes are overexpressed in the *qer7* mutant (Fig. 3b), lacking the repressor QER7, and down-regulated in *phot* mutant (Supplementary Fig. 13a), overexpressing the QER7 repressor; as for CCM, QER7 represses expression of all five CCM genes we investigated (Fig. 4a), with two of them, *CAH4* and *HLA3*, being down-regulated in the *phot* mutant under HL (Supplementary Fig. 13b). Further work is needed to obtain a global understanding of the role of phototropin on the transcriptional regulation of Chlamydomonas CCM, including its observed role in controlling some of the CCM genes in the dark (Supplementary Fig. 13b); nevertheless, this suggested link forms an interesting parallel with the convergence of phototropin- and CO_2_-mediated signals recently shown to control stomata opening, responsible for CO_2_/O_2_ exchanges, in the model plant Arabidopsis^60^.

In summary, we presented three valuable sets of PHOT-specific and general regulators: (i) a set of regulators of qE for which we validated available mutants (Figs. 2a and 3a, Supplementary Data 4, 6), (ii) a set of regulators of the core CCM genes analyzed via qPCR in Fig. 4, in which we recovered QER7 and LCR1 as coregulators of expression for qE and CCM genes (Supplementary Fig. 11), and (iii) a set of regulators (Fig. 5, Supplementary Data 10, 11) of genes putatively involved in photoprotection or CCM (Supplementary Data 8, 9), which depicted significant co-regulation at a global scale.

Led by these predictions we experimentally showed that QER7 acts as a repressor of qE and CCM gene expression, LCR1 is a regulator of qE with a more expanded role on regulating CCM as previously thought and finally introduced a photoreceptor-mediated layer of regulation of CCM gene expression. These results clearly demonstrated that the generated GRN represents a powerful resource for future dissection of the transcriptional regulation of responses of *Chlamydomonas* to light and carbon availability. To allow easy access to this resource, we published an R-shiny webtool (https://github.com/arendma/GRN_web) to query the networks for arbitrary regulators and target genes. We expect that the webtool will prompt more concerted, community-wide efforts in resolving the interactions between other pathways that integrate different environmental cues in *Chlamydomonas*.

## Methods

### Transcriptome analysis

We assembled a compendium of RNAseq data (Supplementary Data 1) that capture regulation of light-dependent processes by combining in-house produced RNAseq measurements with publicly available data from two studies of densely sampled diurnal cultures of Chlamydomonas^38,39^. For the samples in the acetate time-resolved experiment, adapter sequences were specifically trimmed from raw reads using BBduk^61^ (ktrim = r k = 30 mink = 12 minlen = 50). Raw reads of the diurnal transcriptome study from Strenkert et al.^39^ were obtained from NCBI GEO database (GSE112394). Reads were aligned to the Chlamydomonas reference transcriptome^62^ available from JGI Phytozome (Assembly version 5) using RNA STAR aligner. The BAM files obtained from these measurements were analyzed using HTSeq-count^63^ (stranded=reverse) to create raw read count files. The raw read counts from Zones et al.^38^ were obtained as.tsv from NCBI GEO (GSE71469). The final data set consists of 158 samples from 62 experimental conditions or time points (Supplementary Data 1). Genes with less than 1 count per million in at least 9 measurements where discarded and the remainder were voom^62^ transformed and normalized using library normalization factors based on the TMM^64^ approach as implemented in the R Bioconductor package edgeR^65^.

### Transcription factor set from comparative genomics

To reduce the set of parameters in our network model, we compiled transcription factor (TF) annotations for the Chlamydomonas genome based on proteome homology studies. We obtained the proteomes and protein IDs of predicted Chlamydomonas TFs from Pérez-Rodríguez et al.^41^ Since these predictions were built based on the older Chlamydomonas assembly, we first used the conversion table provided by Phytozome to convert JGI4 to Crev5.6 IDs. For the TFs that could not be recovered by this approach we used the Phytozome BLAST tool to align these sequences against the Crev5.6 proteome (BLASTP, E threshold: −1, comparison matrix: BLOSUM62, word length: 11, number of reported alignments: 5). The reported hits were filtered for sequence identity >97% and gaps ≤1 . If sequences mapped multiple times to the same Crev5.6 gene ID, only the hit alignment closest to the N-terminus of the query sequence was kept. The hit was only accepted if the alignment started at least six residues from the N-terminus of the hit sequence. For Crev5.6 loci that had multiple JGI4 TF queries assigned to them the best hit was selected manually. This set was then extended by the TFs found in the study of Jin et al.^42^ and the regulators in the manually curated set of CCM and qE regulatory interactions (Supplementary Data 8, 9). Using this procedure, we compiled a list of 407 Chlamydomonas TFs (Supplementary Data 2) to be considered as regulators in the inferred networks.

### Gene regulatory network inference

The CLR and ARACNE approach were based on all replicate measurements; for all other inference methods the median from each condition was used as input. All input matrices where standardized gene-wise. If not explicitly stated in the respective paragraph the implementations of all GRN inference approaches were applied with their default settings.

#### Graphical Gaussian models

The network inferred from a Graphical Gaussian model of gene regulation was obtained using the implementation of the partial correlation estimate from Schäfer et al.^34^ as implemented in the R GeneNet package. All interactions between TFs and another gene/TF with non-zero partial correlations were included as network edges.

#### GENIE3

The random forest-based network from GENIE3 was generated using the R Bioconductor implementation provided by the authors^66^. We used only expression levels of TFs as predictors.

#### Elastic net regression

A linear regression-based network was obtained using the elastic net algorithm^35^. A model was fit for each gene using the expression levels of all TFs as predictors. The two hyperparameters *λ*2 (quadratic penalty) and s (fraction of L1 norm coefficients) were tuned for each gene model using 6-fold cross-validation. The 2D parameter space scanned was *λ*2 = {0, 0.001, 0.01, 0.05, 0.1, 0.5, 1, 1.5, 2, 10, 100} and *s* = {0.1, 0.2, 0.3, 0.4, 0.5, 0.6, 0.7, 0.8, 0.9}. The *R*^2^ value for each model was calculated as

1 $${R}^{2}=1-\frac{\sum \left({{{{{\bf{y}}}}}}-\hat{{{{{{\bf{y}}}}}}}\right)}{{{{{\mathrm{var}}}}}\left({{{{{\bf{y}}}}}}\right)},$$

with $$y$$ denoting the vector of observed expression values and *ŷ* the model predictions. Models with a negative coefficient of determination (R^2^) value were discarded as regularization artifacts. The results of the remaining models were assembled into a network in which interactions were ranked by regression coefficients *β* normalized by the maximum absolute coefficient:

2 $$\widetilde{{{{{{\boldsymbol{\beta }}}}}}}=\frac{1}{\mathop{{{\max }}}\limits_{i}\{{{{{{\rm{|}}}}}}{{{{{{\boldsymbol{\beta }}}}}}}_{i}{{{{{\rm{|}}}}}}\}}{{{{{\boldsymbol{\beta }}}}}}.$$

#### CLR and ARACNE

The implementation of mutual information (MI)-based network inference approaches from the R package minet^67^ was used. Pairwise MI was estimated based on the Spearman correlation as proposed by Olsen et al.^68^. Two networks were constructed based on these MI estimates. Using the CLR approach^69^ non-significant interactions were removed based on the z-scores calculated from the marginal distributions of MI values for each gene pair. Alternatively, the ARACNE algorithm^44^ was used to prune the network based on the data processing inequality. For both networks only interactions originating from a TF were taken into consideration and edges were ranked according to the assigned MI value.

#### Deconvolution and silencing

For the two networks based on decomposition of the interaction matrix *G* the Pearson correlation matrix obtained from gene expression values were used as input.

The deconvolution approach introduced by Feizi and co-workers^70^ was implemented as previously described^46^. The eigenvalue scaling factor *β* was initialized as *β*=0.9 and iteratively reduced in increments of 0.05 until the largest eigenvector of the direct interaction matrix generated by deconvolution was smaller than 1. Edges were ranked according to the deconvoluted interaction matrix.

The Silencing approach as described by Barzel et al.^45^ was implemented in R. The proposed approximation of the direct interaction matrix *S* in which spurious interactions are silenced relies on the inverse of the observed correlation matrix *G*. In our implementation, we used the Moore-Penrose pseudoinverse in case *G* was close to singular. In the resulting network, edges were ranked according to the approximated silenced interaction matrix.

#### Consensus network construction

To improve network quality^30^, we built a consensus network integrating the GRN models inferred by the different approaches introduced above. To this end, we used the Borda count election method^48^ whereby the rank *r* of an interaction *I* in the consensus network built on the predictions from *k* approaches is given by the arithmetic mean of the ranks in the individual networks

3 $${{{{{{\bf{r}}}}}}}_{{{{{{\rm{consens}}}}}}}\left(I\right)=\frac{\mathop{\sum }\limits_{i=1}^{k}{{{{{{\bf{r}}}}}}}_{i}(I)}{k}.$$

Following the reasoning of Feizi et al.^70^ in this integration only the top 10% all possible edges in the GRN (625815) were considered from each individual ranking. For an edge that was not assigned a rank by some approaches, the missing ranks were set to 10% of all possible edges plus one.

Using this integration method, we assembled a consensus network based on all approaches to compare predictions from all GRN inference approaches (Supplementary Fig. 4b). Due to this comparison and their sensitivity of 0% (Fig. 1b) the rankings derived from ARACNE and Silencing were only considered in Supplementary Fig. 4b and excluded from the final consensus network used for all other analyses. As with the individual networks returned by the different approaches the consensus network (Supplemental Data 3) was trimmed to the top 10% of all possible edges according to the integrated ranks. For predictions of regulators the weight of edges in the final network was set as $${r}_{{{{{\rm{consens}}}}}}^{-1}$$, denoting the reciprocal of the interaction rank.

### PHOT-specific network

To investigate the PHOT*-*specific regulatory interactions genes that are differentially expressed between phot mutant and wt under low and high light were inferred. To this end, transcript counts of genes with more than one count per million in at least four replicates from these conditions (Supplementary Data 1) were tested for differential expression using the R packages limma^71^, DeSeq2^72^, and edgeR^65^. Only genes deemed significant by all three tools after Benjamini-Hochberg correction for a false discovery rate of 0.05 were considered differentially expressed with respect to PHOT mutation.

In the next step, we focused on the normalized and scaled expression levels from these differentially expressed genes and the previously mentioned conditions, to infer a PHOT-specific GRN using GENIE3. To improve robustness of this network, which was obtained from a comparably sparse data set, we only considered the edges in the intersection with the final consensus network. Again, for both networks only the top 10% of possible edges were taken into account. Therefore, the obtained PHOT-network represents a subnetwork of the final consensus in which edges are weighted by the PHOT-specific GENIE3 importance measure (Supplementary Data 5).

### Identification of major regulators

We compiled a manually curated list of possible target genes known to be involved in the processes of qE (*LHCSR1, LHCSR3.1/2, PSBS1/2*), photoprotection (Supplementary Data 8), and CCM (Supplementary Data 9). Based on the assumption that major regulators act on several genes important for a biological process, the regulatory strength of a candidate regulator (for the given process) was determined by the sum of edge weights *w*_*ij*_ between this regulator and the *k* genes in the respective target gene set

4 $$C\left({TF}\right)=\mathop{\sum }\limits_{j=1}^{k}{w}_{{TFj}}.$$

### Empirical p-value calculation using Monte-Carlo simulation

The one-sided p-value for the overlap between the regulators of CCM and photoprotective genes was approximated by sampling the overlaps of random gene sets. To this end, we compiled two gene sets with the same cardinality as the curated CCM and photoprotective genes. The genes in these sets where randomly sampled without replacement from all targets in the respective networks. The 10 strongest regulators of these two gene sets where then obtained as previously described and the overlap was calculated as our sample statistic. This process was repeated 10,000 times and an empirical p-value was calculated from the number of iterations, *r*, where the overlap was higher or equal to the observed value, and the total number of iterations, *n*^73^:

5 $$p=\frac{r+1}{n+1}.$$

### Strains and conditions

*C. reinhardtii* strains were grown under 15 µmol photons m^−2^ s^−1^) in Tris-acetate-phosphate (TAP) media^74^ at 23 °C in Erlenmeyer flasks shaken at 125 rpm. For all experiments cells were transferred to Sueoka’s high salt medium (HSM)^75^ at 1 million cells mL^−1^ and exposed to light intensities as described in the text and figure legends. For the investigation of the impact of acetate on the genome-wide transcriptome, HSM was supplemented with 20 mM sodium acetate. *C. reinhardtii* strain CC-125 mt+ was used as WT. The *phot* mutant (depleted from *PHOT1*; gene ID: Cre03.g199000)*, was* previously generated^76^ and recently characterized together with its complemented line *phot-C*^25^. The *cia5* mutant (defective in *CIA5*, aka CCM1; geneID: Cre02.g096300; Chlamydomonas Resource Center strain CC-2702), was previously generated^14^ and was used along with its complemented *cia5-C* (ref. ^7^). For synchronized cultures, the cells were grown in HSM for at least 5 days under a 12 h light/12 h dark cycle (light intensity was set at 15 μmol photons m^−2^ s^−1^; temperature was 18 °C in the dark and 23 °C in the light). All CLiP mutant strains used in this study and their parental strain (CC-4533) were obtained from the CLiP library (REF); *qer1* (LMJ.RY0402.072278), *qer4* (LMJ.RY0402.202963), *qer6* (LMJ.RY0402.162350), *qer7* (LMJ.RY0402.118995). The *lcr1* (strain C44)*, lcr1-C* (strain C44-B7) and its parental strain Q30P3 as described in^17^ were a kind gift from Hideya Fukuzawa. Before performing phenotyping experiments, we first confirmed that *lcr1* shows no expression of *LCR1* and that this is rescued in the *lcr1-C* strain (Supplementary Fig. 15a). The *lci8* overexpressing line was purchased from the Chlamydomonas Resource center; strain CSI_FC1G01, expressing pLM005-Cre02.g144800-Venus-3xFLAG in the CC-4533 background. Overexpression of LCI8-FLAG was verified by immunoblotting against FLAG (Supplementary Fig. 15b).

To complement *qer1*, a 1152 bp genomic DNA fragment from *Chlamydomonas* CC-4533 was amplified by PCR using KOD hot start DNA polymerase (Merck) and primers P11 and P12 (Supplementary Data 12). To complement *qer7*, a 5755 bp fragment DNA fragment from *Chlamydomonas* CC-4533 was amplified by PCR with Platinum superfii DNA Polymerase (Thermo Fisher Scientific) and primers P13 and P14 (Supplementary Data 12). The PCR products were gel purified and cloned into pRAM118^77^ by Gibson assembly^78^ for expression under control of the *PSAD* promoter. Junctions and insertion were sequenced and constructs were linearized by EcoRV before transformation. Eleven ng/kb of linearized plasmid^79^ mixed with 400 μL of 1.0 × 10^7^ cells mL^−1^ were electroporated in a volume of 120 mL in a 2-mm-gap electro cuvette using a NEPA21 square-pulse electroporator (NEPAGENE, Japan). The electroporation parameters were set as follows: Poring Pulse (300 V; 8 ms length; 50 ms interval; one pulse; 40% decay rate; + Polarity), Transfer Pluse (20 V; 50 ms length; 50 ms interval; five pulses; 40% decay rate; +/- Polarity). Transformants were selected onto solid agar plates containing 20 μg/ml hygromycin and screened for fluorescence by using a Tecan fluorescence microplate reader (Tecan Group Ltd., Switzerland). Parameters used were as follows: YFP (excitation 515/12 nm and emission 550/12 nm) and chlorophyll (excitation 440/9 nm and 680/20 nm). Transformants showing high YFP/chlorophyll value were further analyzed by real time qPCR.

Unless otherwise stated, LL conditions corresponded to 15 µmol photons m^−2^ s^−1^ while HL conditions corresponded to 300 µmol photons m^−2^ s^−1^ of white light (Neptune L.E.D., France; see ref. ^7^ for light spectrum).

### DNA Isolation and genotyping of CLiP mutants

Total genomic DNA from CLiP mutants and corresponding wild-type strain CC-4533 was extracted according to the protocol suggested by CLiP website (https://www.chlamylibrary.org/). One μl of the extracted DNA was used as a template for the PCR assays, using Phire Plant Direct PCR polymerase (Thermo Fisher Scientific). To confirm the CIB1 insertion site in the CLiP mutants, gene-specific primers were used that anneal upstream and downstream of the predicted insertion site of the cassette (primer pairs P3-P4, P7-P8, P9-P10, and P5-P6 for *qer6*, *qer1*, *qer7,* and *qer4* respectively*;* Supplementary Data 12). While all these primers worked in DNA extracted from WT, they did not work in the DNA extracted from the mutants, with the exception of *qer4* (Supplementary Fig. 5), therefore primers specific for the 5′ and 3′ ends of the CIB1 Cassette were additionally used. All the primers used for genotyping were shown in Supplementary Data 12. We further confirmed the disruption of the genes of interest by quantifying their mRNA accumulation (Supplementary Fig. 5).

### RNAseq analysis

For RNA sampling, CC-125 cells grown in TAP at 5 µmol photons m^−2^ s^−1^ were transferred to HSM at 1 million cells mL^−1^ and were left to acclimate to the new medium for 24 h always at 5 µmol photons m^−2^ s^−1^. At time point 0, while maintaining the light intensity at 5 µmol photons m^−2^ s^−1^, cells were either supplied with 20 mM of sodium acetate or remained in HSM and were samples at *t* = 15, 240 and 1440 min. Additionally, at time points 240 min and 1440 min part of the cultures (HSM and HSM supplied with acetate) were exposed to 300 µmol photons m^−2^ s^−1^ and were sampled after 15 min and 60 min exposure to high light (AC experiment; Supplementary Data 1). In an independently designed experiment *phot* and CC-125 cells acclimated for 24 h in HSM and 5 µmol photons m^−2^ s^−1^ at a cell density of 1 million cells mL^−1^, were sampled right before and after 60 min of exposure to 300 µmol photons m^−2^ s^−1^ (PHOT experiment; Supplementary Data 1). Freshly collected samples were lysed using Tri-reagent (Sigma). After double chloroform extraction the aqueous phase was transferred to a RNeasy Mini-Kit column (Quiagen) and processed according to the manufacturers guide. Libraries were generated using the TruSeq LT libraries stranded mRNA protocol and sequenced on a Illumina HiSeq 4000 device.

### RT-qPCR analysis

Total RNA was extracted using the RNeasy Mini Kit (Qiagen) and treated with the RNase-Free DNase Set (Qiagen). 1 μg total RNA was reverse transcribed with oligo dT using Sensifast cDNA Synthesis kit (Meridian Bioscience, USA). qPCR reactions were performed and quantified in a Bio-Rad CFX96 system using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad). The primers (0.3 μM) used for qPCR are listed in Supplementary Data 13. A gene encoding G protein subunit-like protein (GBLP)^80^ was used as the endogenous control, and relative expression values relative to *GBLP* were calculated from three biological replicates, each of which contained three technical replicates. All primers using for qPCR (Supplementary Data 13) were confirmed as having at least 90% amplification efficiency. In order to conform mRNA accumulation data to the distributional assumptions of ANOVA, i.e. the residuals should be normally distributed and variances should be equal among groups, Two-way analysis of variance were computed with log-transformed data $$Y={{\log }}X$$ where $$X$$ is mRNA accumulation^81^.

### Immunoblotting

Protein samples of whole cell extracts (0.5 µg chlorophyll or 10 µg protein) were loaded on 4–20% SDS-PAGE gels (Mini-PROTEAN TGX Precast Protein Gels, Bio-Rad) and blotted onto nitrocellulose membranes. Antisera against LHCSR1 (AS14 2819, 1:15000 dilution), LHCSR3 (AS14 2766, 1:15000 dilution), ATPB (AS05 085, 1:15000 dilution) were from Agrisera (Vännäs, Sweden). Antiserum against PSBS was from ShineGene Molecular Biotech (Shanghai, China) targeting the peptides described in Ref. ^9^ (used at a dilution of 1:1000). ATPB was used as a loading control. An anti-rabbit horseradish peroxidase-conjugated antiserum was used for detection at 1:10000 dilution. Mouse monoclonal antibody against FLAG was purchased from Sigma-Aldrich (F3165, St. Louis, MO, USA) and was used at a dilution of 1:15000. An anti-mouse horseradish peroxidase-conjugated antiserum (Jackson Immuno Research Europe LTD) was used as a secondary antibody for 3xFLAG immunoblotting (1:10000 dilution). The blots were developed with ECL detection reagent, and images of the blots were obtained using a CCD imager (ChemiDoc MP System, Bio-Rad). For the densitometric quantification, data were normalized with ATPB.

### Fluorescence-based measurements

Fluorescence-based photosynthetic parameters were measured with a pulse-modulated amplitude fluorimeter (MAXI-IMAGING-PAM, HeinzWaltz GmbH, Germany). Prior to the onset of the measurements, cells were acclimated to darkness for 15 min. Chlorophyll fluorescence was recorded during 10 min under 570 µmol m^−2^ s^−1^ of actinic blue light followed by finishing with 10 min of measurements of fluorescence relaxation in the dark. A saturating pulse (200 msec) of blue light (6000 µmol photons m^−2^ s^−1^) was applied for determination of Fm (the maximal fluorescence yield in dark-adapted state) or Fm’ (maximal fluorescence in any light-adapted state). NPQ was calculated as (*F*m—*F*m′)/*F*m′ based on^82^; qE was estimated as the fraction of NPQ that is rapidly inducible in the light and reversible in the dark.

### CO_2_-dependent O_2_ evolution

The measurements were performed in accordance with^83^ with minor modifications. Cells in photoautotrophic conditions (Sueoka’s high salt medium; HSM^75^), shaken in Erlenmeyer flasks at 125 rpm and 23 °C were shifted from LL (overnight at 15 µmol m^−2^ s^−1^) to HL (4 h at 300 µmol m^−2^ s^−1^) in order to induce the CCM. Cells were suspended in 4 ml 25 mM HEPES-KOH buffer (pH 7.3), at 25 µg chlorophyll per mL and were briefly sparged with nitrogen gas to remove the dissolved inorganic carbon (Ci). The cells were then transferred to an oxygen respiration vial (Pyro Science GmbH, Aachen, Germany) and were illuminated at 300 μmol photons m^−2^ s^−1^ for about 10–20 min, until no net oxygen evolution was seen, an indication that the internal Ci was depleted. Ci concentration in the cell suspension was then increased by stepwise injecting NaHCO_3_ with a microsyringe. O_2_ evolution was measured using a fiber optic probe (FireStingO2, Pyro Science GmbH, Aachen, Germany). Cumulative concentration of NaHCO_3_ after each addition were as follows: 25, 50, 100, 250, 500, 1000, 2000 μM. K_1/2_(Ci), the Ci concentration needed for half maximal rate of oxygen evolution, and Vmax were calculated by non-linear curve fitting to the Michaelis-Menten equation, using Prism Graph (GraphPad Software, LLC).

### Statistics and reproducibility

Public and in-house generate RNAseq data contained three biological replicates for each sampled condition except for the study of Zones et al.^38^ hat reported two biological replicates per conditions. All other experimental results presented in this study are based on three biological replicates as indicated in the respective sections. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1–13

Reporting Summary

## Data Availability

The in-house RNAseq data generated in this study (Supplemental Data 1) have been deposited to the GEO database under accession codes GSE227473 (phot mutant screen) and GSE227281 (HSM and acetate light stress time course). Other previously published RNAseq data used in this study^38,39^ are available in the GEO database under accession codes GSE112394 and GSE71469. The consensus and PHOT-specific GRN generated in this study are provided in edge list format in the Supplemenary Information (Supplemental Data 3, Supplemental Data 4). To allow easy access to the information, we developed an R-shiny webtool that allows to query arbitrary TFs and target genes for regulatory interactions. The R-shiny webtool can be accessed at https://github.com/arendma/GRN_web^84^. The source data underlying Figs. 1–5 and Supplementary Figs. 1–3, 5c, 6–10, 12–15 are provided as a Source Data file. The Source Data file also contains uncropped and unprocessed scans of the western blots of Figs. 2c and 3c, Supplementary Figs. 1b and 15b. Exact *p* values are also included in this file. All biological material described in this study is available upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Widening the landscape of transcriptional regulation of green algal photoprotection
**Source:** Nat Commun. 2023 May 10;14:2687. doi: 10.1038/s41467-023-38183-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** RNAseq data sets used in this study.

**Supplementary Data 2:** List of Transcription factors used in this study; Family info was adapted from refs 41 and 42.

**Supplementary Data 3:** Edge list representation of the consensus network with mean ranks resulting from Borda count election method (refs 48 and 52) as edge attributes.

**Supplementary Data 4:** Top 10 predicted regulators of qE genes in the consensus GRN.

**Supplementary Data 5:** Edge list representation of the PHOT-specific GRN with importance score from GENIE 3 (ref. 68) as edge attributes.

**Supplementary Data 6:** Top 10 predicted regulators of qE genes in the PHOT-specific GRN.

**Supplementary Data 7:** Supplementary Data 7:  $k_{1/2}(Ci)$  and  $V_{max}$  values calculated from External Data Fig.12 and 14.

**Supplementary Data 8:** List of genes putatively involved in photoprotection used for regulator prediction.

**Supplementary Data 9:** List of genes putatively involved in CCM used for regulator prediction.

**Supplementary Data 10:** Global coregulators of photoprotection and CCM based on the consensus network.

**Supplementary Data 11:** Global coregulators of photoprotection and CCM based on the PHOT specific network.

**Supplementary Data 12:** PCR primers for CLiP mutant validation and complementation in this study.

**Supplementary Data 13:** RT-qPCR primers for all genes in this study.

How the deposited data were processed for this re-analysis (not part of the article)

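RNA was sequenced from 42 libraries of wild-type cultures in 14 conditions of 3 replicates, which differ in medium (HSM with 0 or 20 mM acetate), light (5 or 300 µmol photons) and time. Libraries were assigned to conditions and replicates from the sample labels and Supplementary Data 1. The authors trimmed adapters with BBduk, aligned reads to the Phytozome reference transcriptome (assembly version 5) with STAR, and deposited raw counts per gene from HTSeq-count with the option stranded=reverse, without normalization. Of its genes, 17305 have a count in at least 1 library and 436 in none, and the table holds 0 columns that match no sample, and 0 lines that name no gene. Total counts were 19232757 to 34098899 per library. No pair of replicates differed by less than the sampling noise: over the 42 pairs, chi-square per degree of freedom was 6.45 to 157.77. Of the identifiers, 17738 matched the RefSeq annotation of assembly version 5.5, which was used only for gene length; no coordinates are given, because it is another build than that of the counts. Gene symbols were taken from the paper's supplementary files.

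From the counts, genes with at least 1 CPM in at least 9 libraries were kept (13886 genes), scaled by TMM, and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, in one model with a coefficient per condition. The comparisons were HL against LL of the same medium and day, acetate against HSM at each time, the averages of both, and the difference of the acetate response between days. Adjusted p-values are Benjamini-Hochberg values over the genes tested, with a threshold of 0.05. Levels are CPM after TMM, with the SD over 3 libraries. Where all libraries of a condition had at most 3 counts of a gene, the fold is given as a lower bound. On simulated counts of the 13886 genes with 200 changed genes, edgeR recovered 192 (96%) with 4 false calls, and limma-voom 193 (96.5%) with 4. The changed genes rose and fell in equal numbers in a single condition, and all genes had the same biological coefficient of variation (0.155). The real comparisons changed many more genes, so the simulation does not show the error rate there. Gene lists were tested with camera and fry (limma 3.58.1). Correlations and networks were computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and the plot of gene levels was drawn with matplotlib 3.10.9. CLR was tested on simulated data, where 20 of 20 planted pairs among 400 genes were found within the first 60 ranks. Only CLR, of the paper's approaches, was run, since the consensus network uses further samples that were not analysed here.

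Genes were named by a rule set before the data were examined: the genes of Fig. 1a, the transcription factors and targets of Fig. 1b that the supplementary files pair with an identifier, the top regulators of Supplementary Data 4, 6 and 10, and, for each average response, the 2 genes that rose most and the 2 that fell most among those that moved the same way in every comparison averaged. CAH1 and LCI6, and the acetate markers isocitrate lyase and malate synthase, were not analysed, since no table at hand pairs them with an identifier.

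The alternatives, set before the data were examined, were RLE normalization, library size as the only scaling, no filter (17305 genes), the literal reading of the paper's filter (11037 genes), DESeq2 1.42.0, limma-voom, calls shared by the 3 tools, a log2 fold change of at least 1, only the libraries of the conditions compared, the replicate number or the culture number of the labels as a block, and leaving out each library. For lists they were fry, an estimated correlation, log-CPM in place of voom, and the list without the genes of Fig. 1a. For correlations and networks they were other prior counts, condition means or medians, Pearson's correlation, ranks by z-score, the sum of mutual information, and leaving out each replicate. The culture number is the last number in the brackets of a sample title. Reading it as a culture is an assumption, as the labels do not name a culture.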

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

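All tests of explanations in this part were chosen after the results were seen. The response to acetate differed between the days. The difference itself, tested as an interaction in the edgeR model, passed an adjusted p of 0.05 in 5595 of 13886 genes in LL (1440 against 240 min), 5514 genes after 15 min of HL and 7648 genes after 60 min of HL. In refits on the 12 libraries of each comparison, with time labels exchanged among the libraries of each medium, 2 of 100 groupings gave as many genes as the real one in LL (4690 genes, with 4925 as the largest other) and 1 of 100 after 15 min of HL (5235 genes, with 3848 as the largest other). After 60 min of HL it was 7 of 100: the real grouping gave 7629 genes and others up to 9365. Exchanging time labels within a medium, in part or in full, also turns the effect of time in that medium into a difference between the media, so these groupings are no reference without a difference. Even against these groupings, the real count after 15 min of HL was the largest (5235 genes, with 3848 as the largest other). That argues against a random grouping for this count. Whether a random grouping gives as many genes stays open for the counts in LL and after 60 min of HL.

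For single genes, the difference between day 2 and day 1 after 60 min of HL was −4.95 on the log2 scale for HLA3, −4.69 for CAH4, −5.62 for LCR1, −4.48 for LCI1, −2.65 for LCIA, −3.91 for LHCSR3.1 and −3.05 for LHCSR3.2, with adjusted p from 7.46e-11 (LCR1) to 0.000346 (LCIA) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On day 2 all 3 acetate libraries lay below all 3 HSM libraries for each of these genes, and on day 1 for each but LCI1 (1 of 3). With library size as the only scaling, 7 of 7 genes stayed below 0 and past the threshold, so the scaling does not account for the difference. Without any one library, 7 of 7 stayed past it as well, which argues against a single library. LCR1 has 1, 9 and 11 counts in the acetate libraries on day 2, so the size of its change is imprecise. The time spent with acetate, and growth of the cultures between the days, stay open; neither was tested apart, since day and time with acetate go together in this design. That a longer time with acetate strengthens its effect on these genes may be a biological explanation, as a hypothesis.

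LHCSR1 went the other way, with a difference between the days of 1.72 (adjusted p = 0.000171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.09 and adjusted p = 0.028 with library size only). BST1 and LHCSR1 were both higher with acetate after 60 min of HL on day 2, in 3 of 3 libraries, by 2.11 and 2.08. The smaller of both values was 1.64 (LHCSR1) with library size only, and 1.91 (LHCSR1) in the fits without one library, so neither the scaling nor a single library accounts for them. For BST1 the difference between the days was not past the threshold (1.05, adjusted p = 0.061 from the same edgeR test with Benjamini-Hochberg adjustment, and 0.0507 to 0.579 under the alternatives). It depended on single libraries: it was 0.25 without HSM replicate 1 after 60 min of HL on day 1, up to 1.34 without another library, and past the threshold in 4 of the 12 fits without one library. On day 1 its acetate response was 1.06 (adjusted p = 0.00985 from the same edgeR test with Benjamini-Hochberg adjustment; above all HSM libraries in 2 of 3), but 0.0528 in the fit of the 6 libraries alone and up to 0.0855 without one library.

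6 genes that the paper does not discuss were among the largest average responses. They are given by their identifiers. Cre03.g190250 was at least 28.4-fold lower in HSM after 60 min of HL on day 2 than in LL at 1440 min, where it was at 3.05 ± 2.41 CPM (SD, n = 3). Cre16.g678551 was, in the acetate cultures, at least 21.4-fold lower after 15 min of HL on day 2 than in LL at 1440 min (2.47 ± 0.451 CPM). With acetate against HSM, Cre17.g700950 was at least 121-fold higher after 15 min of HL on day 2 (24.7 ± 2.62 against 0.0714 ± 0.0716 CPM; SD, n = 3), Cre14.g615400 at least 109-fold higher at 15 min in LL (16.8 ± 2.66 against 0.154 ± 0.0236 CPM), Cre02.g112333 at least 2950-fold lower after 15 min of HL on day 2, and Cre12.g555700 at least 1210-fold lower after 60 min of HL on day 2. Each of these is the gene's largest bound, which exists only where a condition had at most 3 counts in every library. Some other times gave larger differences. With acetate, Cre14.g615400 was at 43.7 ± 26.0 CPM after 60 min of HL on day 2, against 0.107 ± 0.0366 CPM in HSM. In HSM, Cre16.g678551 was at 0.193 ± 0.107 CPM after 60 min of HL on day 1, against 10.8 ± 0.527 CPM at 240 min in LL. Further times gave smaller differences. After 60 min of HL on day 1, Cre02.g112333 was at 17.0 ± 1.92 CPM with acetate against 83.3 ± 15.6 CPM in HSM. Cre12.g555700 was then at 36.4 ± 8.6 against 172 ± 22.0 CPM. The bound was 5.97-fold for Cre17.g700950 after 60 min of HL on day 2, and 4.26-fold for Cre14.g615400 at 1440 min in LL. In HSM, Cre12.g555700 varied between replicates, with 81.4 ± 98.9 CPM after 15 min of HL on day 1. All 6 of 6 were past the threshold in the same direction with library size only. Reads shared with another gene were not tested, and stay open beside a response to light or acetate.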

How the results depend on the processing

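The counts of genes in the 20 comparisons between conditions stayed within 1.5 times of the value reported under RLE normalization, library size only, no filter, the literal filter, DESeq2, limma-voom, calls shared by the 3 tools and only the conditions compared, and without any one library, where the average HL response gave 11418 to 11628 genes and the average acetate response 11703 to 11828. With a log2 fold change of at least 1 as a further condition, fewer genes passed by construction. HL in HSM then changed 5623 and 4162 genes after 15 and 60 min on day 1 and 6097 and 5004 on day 2, and HL with acetate changed 3342, 2831, 5197 and 6811. Acetate changed 6616, 4352 and 4453 genes in LL at 15, 240 and 1440 min, 4410 and 2437 after 15 and 60 min of HL on day 1, and 6050 and 6512 on day 2. The averages gave 3678 genes for HL and 3670 for acetate. For the differences of the acetate response between the days, 3062 genes passed in LL, 3348 after 15 min of HL and 4862 after 60 min.

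The replicate numbers of the labels were checked for pairing. Over 273 pairs of libraries with the same number in different conditions, the deviations from the condition means had a mean correlation of 0.017, with 50 over 0.1, against −0.009 over 546 pairs with different numbers; for the culture number the means were 0.013 over 208 pairs and −0.004 over 611. Within the same medium and day, where LL and HL libraries can come from one culture, the mean was 0.076 over 36 pairs with the same replicate number, with 13 over 0.1 and values from −0.169 to 0.393, against −0.037 over 72 pairs with different numbers. For the culture number it was 0.037 over 27 pairs, with 10 over 0.1, against −0.011 over 81. As most pairs lay under 0.1, the numbers were not taken to pair the libraries; whether some libraries come from the same culture stays open. With the replicate block, 11573 genes passed for the average HL response and 11807 for the average acetate response. LCIA with acetate after 60 min of HL on day 1 was past the threshold with the replicate block (−1.00, adjusted p = 0.0347) and with the culture number as a block (adjusted p = 0.0247; 0.000259 to 0.145 over all alternatives), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

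Library size as the only scaling shifted the share of higher genes among those called by more than 10 percentage points in the following comparisons. The share was 81.0% (56.5% with TMM) for HL after 60 min in HSM on day 1, 85.0% (53.4%) on day 2, 72.6% (52.7%) with acetate after 60 min on day 1, 26.7% (47.9%) after 15 min and 32.9% (52.4%) after 60 min on day 2. For acetate it was 73.9% (50.7%) at 240 min and 87.8% (48.6%) at 1440 min in LL, 81.4% (51.7%) and 65.2% (45.7%) after 15 and 60 min of HL on day 1, 76.9% (53.3%) and 33.8% (48.7%) on day 2, and 67.1% (48.0%) on average. For the differences between the days it was 81.6% (41.2%) in LL and 21.0% (51.3%) after 60 min of HL. Under the literal filter, the difference after 15 min of HL had 59.1% (46.0%). The all-gene median moved by −0.60 to 0.99 under library size, and by no more than 0.1 under RLE.

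For the named genes, 2020 of 2104 values under the alternatives kept their direction and side of the threshold; 28 became weaker, 36 stronger and 20 reversed. For CIA5, library size as the only scaling reversed results that were past the threshold: it gave 0.26 and 0.62 for HL in HSM after 60 min on day 1 and day 2, and for acetate 0.28 at 1440 min LL, 0.17 after 15 min of HL on day 1 and −0.18 after 60 min on day 2. The other reversed values belong to results that were not past the threshold. With library size only, they were 0.11 for CIA5 (HL with acetate, 60 min on day 1), 0.57 for LCR1 and 0.083 for BST1 (HL in HSM, 60 min on day 2), −0.065 for CAH4 (HL with acetate, 15 min on day 2), 0.37 for PSBS1 (acetate, 240 min LL), 0.59 for LHCSR1 and 0.30 for BST1 (acetate, 15 min of HL on day 1), 0.042 for LCI1 (acetate, 60 min of HL on day 1), 0.65 and 0.61 for LHCSR1 (acetate, 1440 min LL and 15 min of HL on day 2) and −0.48 for PSBS2 (difference between the days, 60 min of HL). With limma-voom they were 0.012 for PSBS1 (acetate, 240 min LL) and −0.12 for PSBS2 (difference between the days), and with the culture number as a replicate block 0.063 and −0.11; the cause of these was not tested. The reversals under library size follow the shift that it gives to all genes, of 0.194 to 0.987 in size in these comparisons: relative to the median of all genes under each scaling, 16 of 16 kept their sign, and they moved by −0.073 to 0.062.

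Without one library, 3185 of 3246 values of the named genes kept their direction and side of the threshold; 29 became weaker, 20 stronger and 12 reversed. Without HSM replicate 1 after 60 min of HL on day 1, BST1 in HSM was at −0.11 (range −0.11 to 0.98 over 6 fits) and LCI1 with acetate at 0.14 (range −0.33 to 0.14). That library has 2309 counts of BST1, against 650 and 837 in the others. The ranges were −0.33 to 0.46 for PSBS1 (acetate, 240 min LL), −0.19 to 0.003 for LHCSR1 (acetate, 15 min of HL on day 1), −0.97 to 0.16 for PSBS1 and −1.69 to 0.054 for PSBS2 (acetate, 60 min of HL on day 2), and −1.00 to 0.75 for PSBS2 (difference between the days). LCR1 in HSM after 60 min of HL on day 1 (0.62, adjusted p = 0.0481 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not past the threshold with DESeq2 (adjusted p = 0.112), RLE (0.0929), only the conditions compared (0.171), or without one library in 4 of 6 fits. PSBS1 and PSBS2 have at most 26 counts in every LL library, which limits what can be said of them in LL.

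For the gene lists, fry took the photoprotection list past the threshold in the average HL response (adjusted p = 2.34e-11), and with acetate at 240 min LL (0.0018), after 60 min of HL on day 1 (0.00635), at 1440 min LL (1.82e-07), after 15 min of HL on day 2 (2.11e-11) and on average (2.72e-11); it reversed the direction of the CCM list after 60 min of HL on day 2 (0.705). With an estimated correlation, the CCM list had 0.381 for HL, 0.175 at 15 min LL, 0.0567 at 240 and 1440 min LL and after 15 min of HL on day 2, 0.108 after 15 min of HL on day 1 and on average, and the photoprotection list 0.381 after 15 min of HL on day 1. Without the 11 genes of Fig. 1a the values were 0.105 for the CCM list in HL, 0.719 with reversed direction for acetate after 60 min of HL on day 2, and 0.136 for the photoprotection list after 15 min of HL on day 1. The cause was not tested, and fry asks another question than camera, as it leaves out the genes outside the list.

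The paralog correlations ranged from 0.979 to 0.996 for PSBS and 0.993 to 0.996 for LHCSR3 under the alternatives. The number of regulators shared by both lists was 0 with the sum of mutual information, 2 with the 14 condition medians, 1 with Pearson's correlation, 1 with ranks by z-score, and 2 to 4 without one replicate; the cause was not tested.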

Differences from the paper's values

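No value that the paper states for a measure computed here differed beyond the spread. For the average responses of the 11 genes of Fig. 1a this is no independent comparison: the z-score scale was fitted to the source data of Fig. 1a, and BST1 was identified by the same z-scores. The following concern rankings, for which only 42 of the 158 samples of the paper's network, and CLR alone, were used here.

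The paper places TF1 to LHCSR3.1 among spurious interactions and states that the other negative cases are discarded by all approaches. Here TF1 was not retained under any alternative set before the data were examined, TF3 to LHCSR3.1 ranked at 1.51% of possible edges (1.48% to 3.75%; both for Cre08.g367500, the LHCSR3.1 of Supplementary Data 8, alone), and SOR1 to PSBS1 at 6.87%; with the 14 condition medians SOR1 fell outside the top 10% (10.8%). The paper reports that CLR identified the regulation of PSBS1 by NF-YB, which here ranked at 31.3%, and at 29.9% to 34.4% where retained; none of the alternatives placed it within the top 10%. LCR1 is among the paper's top regulators of qE genes, and here it was at place 56, and at 42 to 80 under the alternatives. The paper reports a number of regulators shared by CCM and photoprotection genes that is larger than for random sets. Here the number was 4, with a Monte Carlo p of 0.36, and none of the shared regulators is among those listed as shared in Supplementary Data 10 for the consensus network; the list for the PHOT-specific network was not used here. The lowest p under the alternatives was 0.29, without replicate 2.

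The paper describes an inhibition of CCM genes by acetate. BST1, shown in Fig. 1a with the CCM genes, was higher with acetate after 60 min of HL on day 2, with a log2 fold change of 2.11 (1.95 to 2.25 without one library). On day 1 it was 1.06, and 0.77 to 1.86 without one library. In 3 of these 6 fits, and in the fit of the 6 libraries alone, it was not past the threshold. On average BST1 was lower with acetate, as the paper describes. All 3 acetate libraries lay below all 3 HSM libraries at 15, 240 and 1440 min in LL and after 15 min of HL on day 2.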

Other observations

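The test of gene length was set up before its result was seen. The tests of library groupings and of the LHCSR3 ratio in this part were chosen afterwards. The Monte Carlo test of shared regulators follows the paper's procedure, and QER7 is among the genes named by the rule set beforehand. The comparisons of 3 against 3 libraries make 10 splits each. For each of the 15 comparisons of a pair of conditions, only 1 of the 10 splits, the real one, gave as many genes. In fits of the 6 libraries alone the real split gave 7597 to 10551 genes over the 15 comparisons, and every other split gave 0 genes, with 3 to 452 genes at an unadjusted p under 0.05. For a comparison taken alone, 10 splits cannot give a share under 0.1. The 7 acetate comparisons share no libraries, and of the 10000000 combinations of their splits, 1 gave as many genes in every comparison. The same holds for 1 of 10000 combinations over the 4 comparisons after 15 min of HL, and for 1 of 10000 over the 4 after 60 min. So a random grouping does not account for the counts of these sets of comparisons. For the averages over conditions, 1 of 60 groupings gave as many genes for HL (11568, with 1992 as the largest other) and 1 of 60 for acetate (11808, with 2375 as the largest other), so a random grouping of the libraries does not account for these counts.

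Gene length did not account for the acetate response at 15 min in LL: across 13885 genes with a length, Spearman's rho between length and log2 fold change was −0.062. Genes are not independent replicates, so no p-value is given. Over the other comparisons rho was between −0.174 and 0.076.

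The ratio of LHCSR3.1 to LHCSR3.2 changed with the time in HL. In HSM it was 0.694 ± 0.023 (SD, n = 3) after 15 min and 0.828 ± 0.002 after 60 min of HL on day 1, and 0.705 ± 0.018 and 0.860 ± 0.005 on day 2. The mean log2 difference was 0.271 (0.26 on day 1, 0.29 on day 2; permutation test within days, two-sided, p = 0.005, the smallest that its 400 permutations give). With acetate it was 0.73. The ratio changes whenever the counts of the copies change unequally, with or without a share of reads assigned to the other copy, so these values do not decide on such reads. Read assignment and a different time course of the copies both stay open, untested.

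Random gene lists of the same sizes share as many of the strongest CLR regulators as the CCM and photoprotection lists do in these libraries (n = 42; one-sided Monte Carlo p = 0.36 over 10000 pairs). This is consistent with regulators that rank high for many genes alike.

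RHP1 (Cre06.g284100) fell after 60 min of HL, from 25.8 ± 10.6 CPM (SD, n = 3) at 240 min in LL to 1.90 ± 0.27 CPM in HSM on day 1, and from 37.2 ± 4.75 to 1.89 ± 0.139 CPM on day 2. After 15 min of HL it was at 23.0 ± 5.59 and 31.7 ± 9.24 CPM. QER7 (Cre01.g043550) was lower in HL on average, by a log2 fold change of −1.11 (standard error 0.09, adjusted p = 1.34e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at place 87 of 371 regulators of the qE genes by CLR in these libraries.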
